# ATF4 in proximal tubules modulates kidney function and modifies the metabolome

**DOI:** 10.1007/s00109-025-02559-4

**Published:** 2025-06-21

**Authors:** Yuling Chi, Eduardo Mere Del Aguila, Tuo Zhang, Charles D. Warren, Helen R. Hoxie, Qiuying Chen, Steven S. Gross, Jacob B. Geri, David M. Nanus, Lorraine J. Gudas

**Keywords:** Activating transcription factor 4 (ATF4), Kidney proximal tubules, Transporters, Transcriptomics, Proteomics, Metabolomics

## Abstract

**Abstract:**

Activating transcription factor 4 (ATF4) is a transcription factor that mediates the response to stress at the cellular, tissue, and organism level. We deleted the gene encoding ATF4 in the proximal tubules of the mouse kidney by using a temporal and cell type-specific approach. We show that ATF4 plays a major role in regulating the transcriptome and proteome, which, in turn, influences the metabolome and kidney functions. Genome-wide transcriptomics and single-plot, solid-phase-enhanced sample preparation (SP3)-proteomics studies reveal that ATF4 deletion changes more than 30% of transcripts and, similarly, corresponding proteins in the proximal tubules. Gene Set Enrichment Analysis indicates major changes in transporters, including amino acid transporters. Metabolomic analyses show that these changes in transporters are associated with altered profiles of amino acids in the blood, kidney, and urine. Stable isotope glutamine tracing in primary tubule cells isolated from kidney cortices confirms that ATF4 regulates glutamine transport and metabolism. We suggest that even in the absence of additional stresses, such as kidney injury, ATF4 in the proximal tubules modulates both retention of specific nutrients and excretion of catabolic products like creatinine to maintain normal kidney function.

**Key messages:**

- Activating transcription factor 4 (ATF4) deletion changed more than 30% of genome-wide transcripts and corresponding proteins in the proximal tubules.
- One set of the profound changes occurred in amino acid transporters and Slc22 family transporters.
- Changes in transporters were accompanied by altered profiles of amino acids and wastes in the blood, kidney, and urine.
- ATF4 in the kidney proximal tubules plays a key role in regulating both the reabsorption of nutrients and the excretion of wastes.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00109-025-02559-4.

## Introduction

ATF4 (activating transcription factor 4), a transcription factor induced by various types of cellular stress, is a major mediator of the integrated stress response (ISR) [1]. The ISR is an adaptive signaling pathway activated during potentially pathological conditions, such as glucose and/or amino acid deprivation, viral infection, hypoxia, mitochondrial stress, and oncogene activation [2–4]. In normal (non-malignant) cell types, there are different outcomes of the ISR, depending in part on the level and the duration of ISR pathway activation. Low-level activation or short-duration ISR pathway activation increases pro-survival pathways, whereas apoptotic pathways can be activated when the ISR is active for longer time periods and/or at higher levels [3].

Growth factor signaling via mTORC [5] can also activate ATF4, in part to promote glutathione synthesis [6] and nonessential amino acid synthesis [7]. ATF4 targets include transcripts that encode some biosynthetic proteins, such as enzymes in the serine-glycine pathway and a subset of amino acid transporters [8, 9].

Whole body ATF4 knockout (KO) mice generally survive beyond birth, but these mice are anemic and are smaller than wild type (WT) [10]. They are also lean and show increased energy expenditure [11]. Additionally, whole body ATF4 KO mice are hypoglycemic and are resistant to diet-associated diabetes, hyperlipidemia, and hepatosteatosis; the liver and adipose tissue from these mice exhibit reduced mTOR signaling [12].

Because analysis of whole body ATF4 KO mice is complicated, tissue-specific ATF4 KO mice have also been generated and assessed. The responses to *tissue-specific knockout* of ATF4 are context dependent, varying in different tissues and with different models of cellular stress. ATF4 deletion is in some cases detrimental and in others beneficial to the tissue and organism. For instance, expression of transcripts involved in the response to oxidative stress is reduced in liver-specific ATF4 KO mice, leading to greater oxidative damage during endoplasmic reticulum (ER) stress [13, 14]. However, liver-specific ATF4 KO mice show resistance to ethanol-induced liver steatosis [14]. In skeletal muscle-specific ATF4 KO mice, less atrophy occurs in response to stress, and these mice are also protected from age-associated reductions in exercise ability, strength, and muscle mass [15, 16]. Cardiomyocyte-specific ATF4 KO mice, in contrast, show greater cardiomyopathy after aortic constriction [17]. ATF4 deletion in intestinal epithelia results in more intestinal inflammation [18]. ATF4 deletion in hemopoietic stem cells causes an aging phenotype, in part from a reduction in HIF1α signaling and an increase in mitochondrial reactive oxygen species [19].

ATF4 is highly expressed in the kidney. However, its role in the regulation of kidney functions is largely unknown. We recently demonstrated that ATF4 and its target genes are expressed at higher levels in human clear cell renal cell carcinoma than in normal kidney [20]. We also showed that a knockout of ATF4 in PTs affects kidney carcinogenesis [21]. These findings prompted us to assess the functions of ATF4 in normal kidney proximal tubule (PT) cells by comparing gene and protein expressions, metabolites, and kidney functions in mice in which ATF4 is selectively deleted in PT cells. Here, we report that ATF4 deletion in PTs changed the expression of more than 30% of the genome and proteome, including amino acid transporters and other ion transporters. Those changes were accompanied by altered metabolic profiles in the blood, kidney, and urine, and ultimately changes in renal function.

## Methods

All experiments were approved by the Institutional Animal Care and Use Committees (IACUC) of WCMC. The homozygous floxed ATF4 (ATF4^fl/fl^) mice were a gift from Dr. Christopher M. Adams [16]. We generated Ggt/CreER^TG/TG^ (designated GCER) mice in our lab [22]. We crossed ATF4^fl/fl^ with Ggt/CreER^TG/TG^ mice to generate Ggt/CreER^TG/TG^; ATF4^(fl/fl)^ (designated GCERA) mice. We injected 200 µL of tamoxifen (Cayman Chemical, #13258, MI) in cottonseed oil (Sigma, #C7767) at a concentration of 20 mg/mL into 6-week-old mice once/day for 2 consecutive days to specifically delete the ATF4 gene in PTs of the kidney, designated GCERAΔ.

Detailed experimental methods are described in Supplementary Information.

## Results

### Generation and verification of the ATF4 knockout specifically in proximal tubules

Gamma glutamyltransferase 1(Ggt1) is abundantly and selectively expressed in the PTs of the kidneys, particularly in PT segment 3 (Kidney Interactive Transcriptomics **(**KIT)**,** https://humphreyslab.com/SingleCell/). We engineered a murine transgenic (Tg) line with a portion of the Ggt1 promoter driving CreER [22] (GCER) for tamoxifen-inducible deletion of any floxed gene in the PTs at any desired age of mice (Fig. 1A). Crossing this Tg line with ATF4^fl/f/l^ mice resulted in the GCERA line. After tamoxifen injections on 2 consecutive days, these GCERA mice exhibited selective ATF4 deletion (GCREA∆) in the PTs (Fig. 1A, B). ATF4 protein was also expressed in PTs of WT, but not in GCREA∆ kidneys (Fig. 1C), demonstrating ATF4 specific deletion in PTs.

**Fig. 1:**
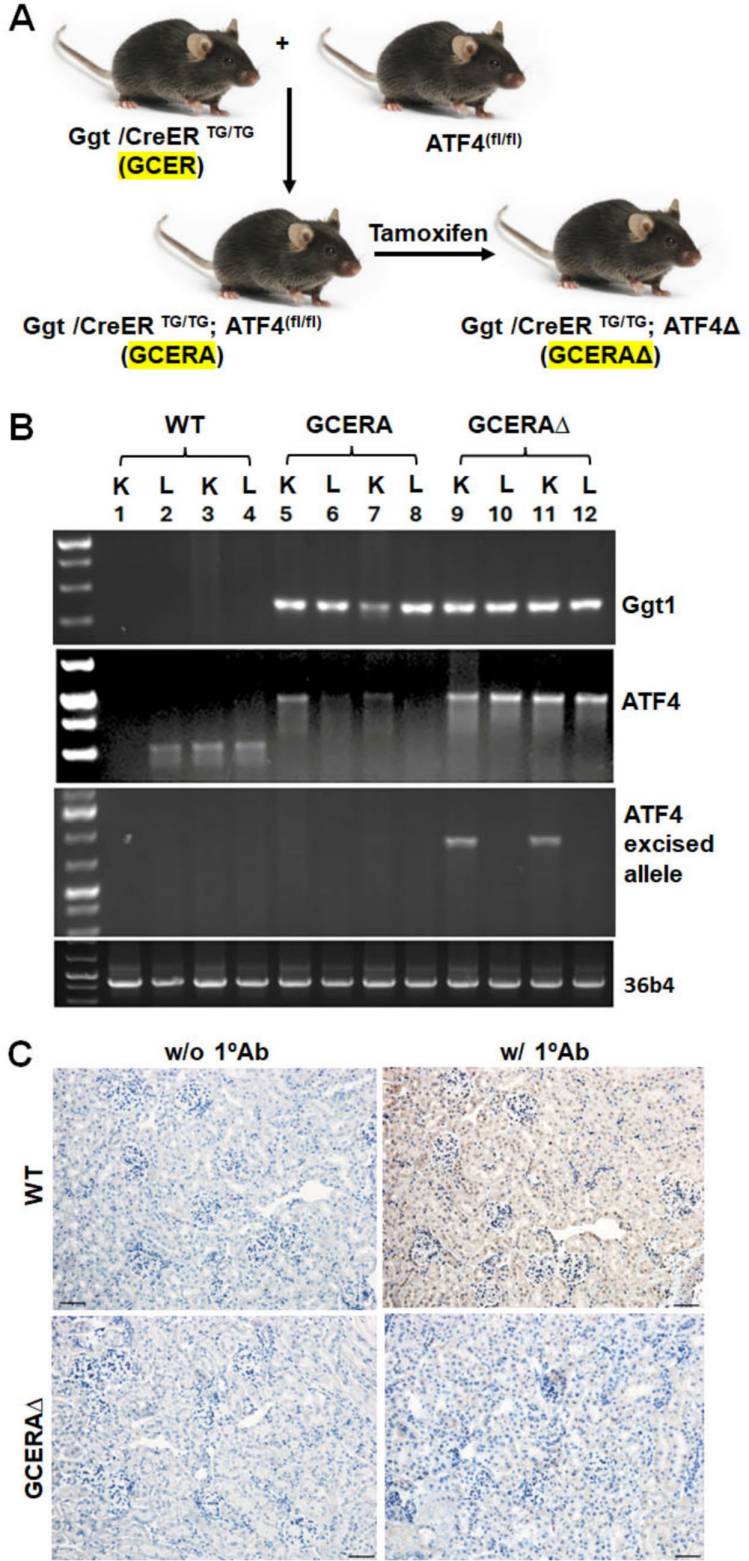
Generation and verification of the ATF4 knockout specifically in proximal tubules. **A** Generation of GgtCreER; ATF4 knockout (KO) (GCERAΔ) mice. **B** Genotyping with DNA extracted from the kidney and liver (as negative reference) and PCR as described in the “Methods” section; **C** Staining of kidney tissues with ATF4 antibody. WT: wild type; GCERA: ggtCreER; ATF4^fl/fl^; GCERAΔ: ggtCreER; ATF4^fl/fl^ after treatment with tamoxifen; K: kidney; L: liver

### Major changes in mRNAs and proteins after proximal tubule ATF4 deletion

Since ATF4 is a transcription factor, we first asked whether ATF4 deletion in PTs resulted in any changes in transcript levels. We extracted total RNA from kidney cortices and conducted genome-wide deep mRNA sequencing (mRNA-seq). 

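The deposited table held the number of reads that the authors counted on each gene, without normalization, for 5 WT and 5 GCERAΔ cortices, and for 7 further samples that the text does not report. Reads were trimmed with Cutadapt, aligned with STAR to GRCm38 and counted with HTSeq-count by the authors. From there, counts were scaled with edgeR's TMM method and given as CPM, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes were tested when their mean FPKM was at least 1 in either group, with gene lengths taken from the merged exons of the GENCODE M21 annotation of GRCm38. All changes are given as GCERAΔ over WT, and means are given with the SD of 5 samples per group. The samples were counted as separate mice, although WT 1 and 2, and GCERAΔ 2 and 3, may be repeat libraries (closing section). Because the strand setting of the counting and the annotation release are not stated in the text, overlapping genes and near-identical paralogs carry some uncertainty. Atf4, the deleted gene, had 83.0 ± 9.81 CPM in WT and 63.8 ± 8.74 CPM in GCERAΔ cortices. Its log2 fold change was -0.38 (standard error 0.11, adjusted p = 0.0218, edgeR), and the values of the groups overlapped. Without WT mouse 5 or without GCERAΔ mouse 3 the change in Atf4 no longer passed the threshold, with a highest adjusted p of 0.0561. The cortex holds other cell types besides proximal tubules, and the counts do not separate the exons of Atf4.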

We used kidney cortices because PT cells comprise the majority (about 60–70%) of the cortices and thus, the sequencing data will be representative of PT cell mRNAs [23]. 

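The total of counts on genes was between 53688512 and 66988264 per WT sample, with a median of 58472452. In GCERAΔ samples the total was between 58097967 and 64383275, with a median of 60286345, so the depth of the groups overlapped. A gene with no count in a library of this depth could still have been present at up to 3 counts. This limit covers counting error only and takes each count as a separate fragment (closing section). The share of counts on processed pseudogenes fell into 2 separate ranges, which were noticed after the data were examined. It was between 0.032% and 0.0368% in WT 1, 3, 4 and 5 and in GCERAΔ 1 and 2, called kind A here. It was between 0.0574% and 0.0651% in WT 2 and in GCERAΔ 3, 4 and 5, called kind B. Both kinds occurred in both groups, so library kind could be fitted as a covariate.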

The quality of RNA-seq data from 10 samples is summarized (Supplementary Table 2). Principal component analysis (PCA) shows that transcripts of WT and GCERAΔ samples are closely clustered and that these two groups are well separated for the majority of transcripts (Fig. 2A), indicating high reproducibility and the ability to distinguish between the transcript profiles of these two groups.

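Principal components were computed from DESeq2's rlog values of the 500 genes of highest variance. The first component held 68.1% of the variance and the second 20.1%. All 5 WT scores on the first component lay between -12.7 and -9.3, and all 5 GCERAΔ scores between 9.9 and 13.7. The variance held by the first component was 66.38% without Xist and the Y-linked genes, and 56.74% when all tested genes were used. The former left in the other genes higher in male or in female kidneys (closing section). It therefore cannot tell whether the first component reflects sex. Along the second component, GCERAΔ 1, 2 and 3 scored 10.4, 8.5 and 1.7, whereas GCERAΔ 4 and 5 scored -9.1 and -9.4.

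**Figure D1:**
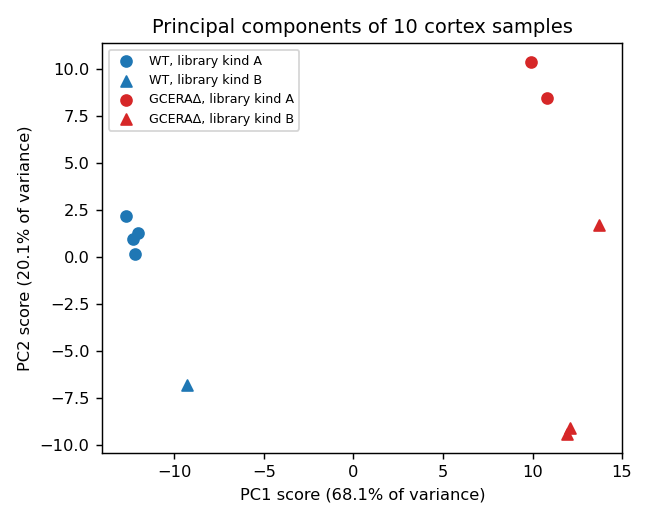
Scores of the 10 cortex samples on the first and second principal components, with WT in blue and GCERAΔ in red, and the library kinds of low (A, circles) and high (B, triangles) share of counts on processed pseudogenes. The groups separate along the first component, and GCERAΔ 4 and 5 lie apart from GCERAΔ 1 and 2 along the second.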

**Fig. 2:**
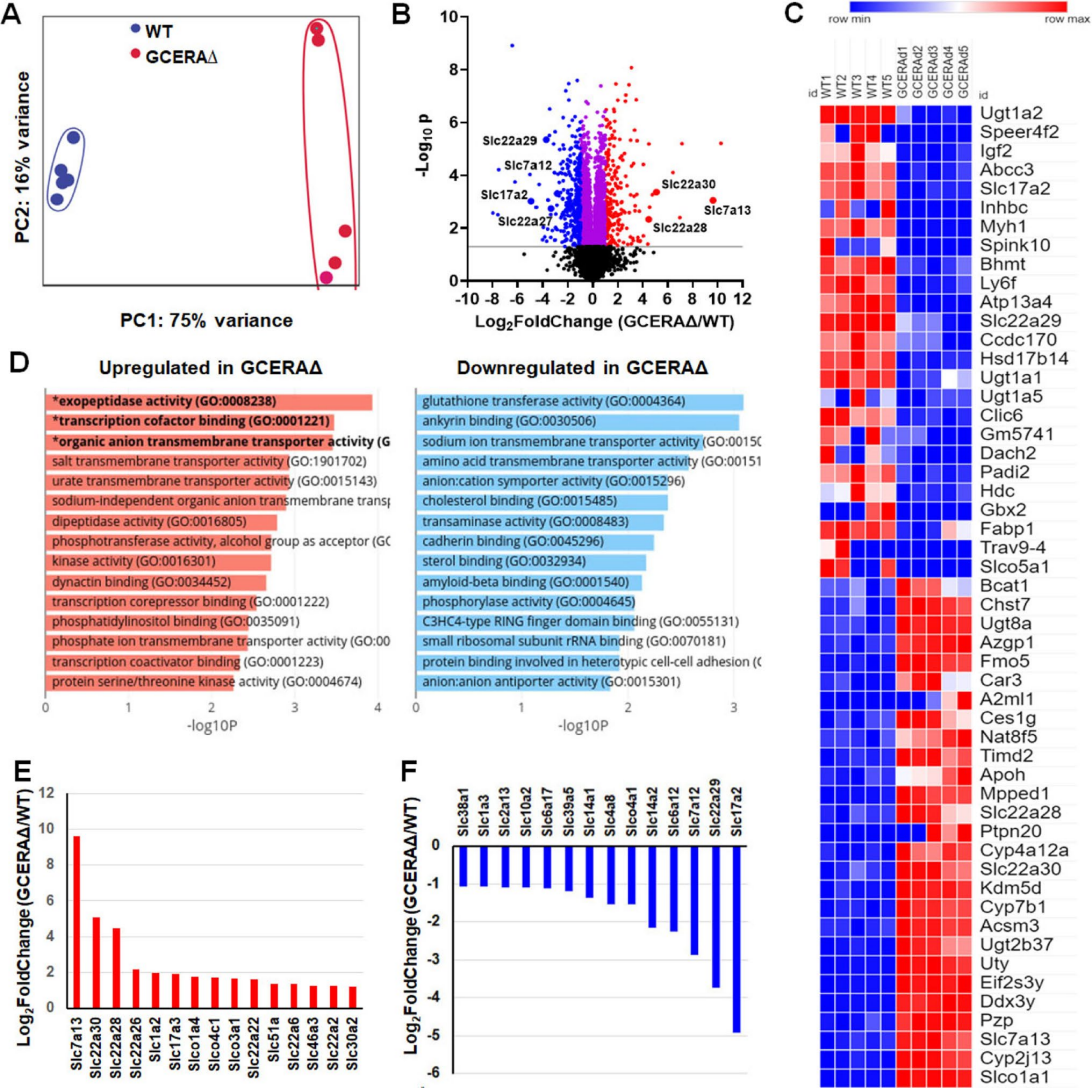
Deletion of ATF4 in proximal tubules caused genome-wide transcript changes. **A** Principal component analysis (PCA) of mRNA-seq data; **B** volcano plots of -log_10_(*p*_adj_) versus log_2_(fold change) of gene expression in GCERAΔ over WT cortices. *p*_adj_ and log_2_(fold change) were calculated using R package DESeq2. Significantly changed genes are in blue, purple, and red. Genes significantly downregulated by two-fold are in blue. Genes significantly upregulated by two-fold are in red; **C** GSEA generated heatmap of top 50 features for each phenotype; **D** pathways generated by BioJupies; **E** significantly increased Slc genes by two-fold, and **F** significantly decreased Slc genes by two-fold

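With a mean FPKM of at least 1 in WT or in GCERAΔ cortices, 11581 genes were tested. Other readings of the same minimum gave 11234 genes by the mean over all 10 samples, 10078 genes by every sample and 12562 genes by any sample. At an adjusted p of at most 0.05 (edgeR), 3198 genes changed, which was 27.6% of those tested. Of these, 1638 were increased and 1560 decreased. The alternative that moved this count most, chosen after seeing the data, used only libraries of kind B, with 1 WT and 3 GCERAΔ samples, and gave 105 genes. The values of the groups did not overlap for 2320 genes, or 20% of those tested, where chance gives 0.794%.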

We detected 12,804 mRNAs with FPKMs of ≥ 1, 31.2% of which were significantly changed in GCERAΔ vs. WT cortices. Major mRNA changes are shown in the volcano plot (Fig. 2B). 

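Of the changed genes, 236 were increased and 258 decreased at least 2-fold. The Y-linked genes Ddx3y, Eif2s3y and Uty had no counts in any WT sample, so that only a lower limit of their increase was measured. Taking 3 counts over the WT group as the limit, Ddx3y was at least 5790-fold, Eif2s3y at least 3480-fold and Uty at least 3100-fold higher in GCERAΔ. These lower limits would be smaller if the mates of a read pair were counted separately (closing section). Among genes above the FPKM minimum with counts in both groups, the largest increase was in Slco1a1 (ENSMUSG00000041698, chromosome 6 of GRCm38, 141907282 to 141946962), which had 0.0195 ± 0.0437 CPM in WT and 320 ± 36.7 CPM in GCERAΔ, a log2 fold change of 13.83 (standard error 0.41, adjusted p = 3.83e-09, edgeR). It lay between 13.50 and 17.23 with each mouse left out in turn, as WT 5 alone of the WT mice had counts of Slco1a1. The largest decrease among them was in Xist (ENSMUSG00000086503, chromosome X, 103460366 to 103483254), the transcript of the inactive X chromosome, with 236 ± 108 CPM in WT and 1.22 ± 2.66 CPM in GCERAΔ. Its log2 fold change was -7.56 (standard error 1.25, adjusted p = 0.00107, edgeR). Every WT sample had more Xist than every GCERAΔ sample (two-sided exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). This p takes all samples as separate mice. With each mouse left out in turn the log2 fold change of Xist lay between -12.85 and -7.24, and the former was found without GCERAΔ 1, which had 391 counts of Xist. Ugt1a2 followed among these genes with a log2 fold change of -7.28 (standard error 0.73, adjusted p = 3.26e-05, edgeR), and between -8.52 and -7.05 with each mouse left out in turn. Ugt1a2 shares exons with the other genes of its locus on chromosome 1.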

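Among genes higher in GCERAΔ, Acsm3 rose from 6.50 ± 2.11 to 1053 ± 274.5 CPM, with a log2 fold change of 7.34 (standard error 0.32, adjusted p = 3.73e-08, edgeR). Cyp7b1, Cyp2j13, Ugt2b37 and Cyp4a12a had log2 fold changes of 6.54, 10.60, 7.04 and 4.81, with adjusted p of 5.41e-07 or a smaller value except for Ugt2b37, at 1.4e-06. Kdm5d, which is Y-linked and below the FPKM minimum, rose from 0.0605 ± 0.135 to 13.0 ± 1.49 CPM. Of the WT mice, WT 2 alone had counts of Kdm5d. Its log2 fold change of 7.71 lay between 7.36 and 12.61 with each mouse left out in turn. Among genes higher in WT, Abcc3 fell from 84.3 ± 37.0 to 2.65 ± 0.797 CPM and Bhmt from 104 ± 33.8 to 5.74 ± 1.91 CPM. Myh1, below the FPKM minimum, had a log2 fold change of -9.91 (adjusted p = 1.25e-08, edgeR). It lay between -11.29 and -9.49 with each mouse left out in turn, as GCERAΔ 3 alone of the GCERAΔ mice had counts of Myh1. Igf2 had 69.7 ± 81.5 CPM in WT, where WT 3 lay far from the other mice. Some genes were close to the limit of detection: A2ml1 and Ptpn20 had no counts in WT and means of 0.0555 and 0.0554 CPM in GCERAΔ, with adjusted p of 0.102 and 0.0965 in a fit without the FPKM minimum.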

Gene Set Enrichment Analysis (GSEA) generated a heatmap of the top 50 altered mRNAs, with half of them enriched in WT and the other half enriched in GCERAΔ cortices (Fig. 2C). Gene Ontology analysis of GCERAΔ compared to WT cortices with BioJupies [24] shows that 5 out of 15 upregulated and 4 out of 15 top downregulated molecular function pathways are transporter systems (Fig. 2D). Collectively, ATF4 PT deletion caused major changes in transporter mRNAs (Fig. 2B–D). 

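Genes named Slc or Slco made up 257 of the 11581 genes tested. Of these, 45.1% changed, against 27.2% of the other 11324 genes. The odds ratio was 2.2 (95% confidence interval 1.7 to 2.84, two-sided Fisher's exact test, p = 1.28e-09), which treats genes as independent. With each mouse left out in turn the odds ratio stayed between 1.996 and 2.435. At a 2-fold change, 26 of the 257 transporter genes and 468 of the other genes passed, an odds ratio of 2.61 (interval 1.65 to 3.97, Fisher's exact test, p = 5.08e-05). As a set the transporters did not move in one direction, with a median log2 fold change of -0.01 and a mean of 0.08 (limma camera with a preset correlation of 0.01, p = 0.717, limma fry, p = 0.309, and p = 2.68e-14 in fry's mixed test, which counts changes in either direction). From the changes in Fig. 2B to D, the paper concludes that ATF4 deletion in proximal tubules caused major changes in transporter mRNAs, and it therefore turns to transporters.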

We therefore focused on transporters. Detailed analysis revealed that 288 transporter genes were detected, 50 of which were significantly increased and 75 decreased in GCERAΔ versus WT. 

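Of the 257 transporter genes tested, 51 were increased and 65 decreased at an adjusted p of at most 0.05 over all genes. Adjusted over the list alone, 57 were increased and 69 decreased. Counts above 0 in at least 1 sample were found for 363 transporter genes, and the other readings of the FPKM minimum left between 233 and 266. Their log2 fold changes ran from -5.31 to 13.83. DESeq2 called 127 transporter genes.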

The transcripts increased by ≥ two-fold and those decreased by ≥ two-fold in GCERAΔ compared to WT cortices are shown in Fig. 2E, F, respectively. 

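At least 2-fold changes were found for 14 increased and 12 decreased transporter genes. Besides the genes described separately, the increased genes of Fig. 2E included Slco3a1, with a log2 fold change of 1.69 (standard error 0.12, adjusted p = 3.06e-06, edgeR), and Slco4c1, with 1.82 (standard error 0.09, adjusted p = 1.72e-07, edgeR). Slco1a4, below the FPKM minimum, had a log2 fold change of 1.50 and an adjusted p of 0.0432 (edgeR), which did not pass with several mice left out in turn or with library kind as a covariate (adjusted p = 0.118). Slc1a2, below the FPKM minimum and so from the fit of all genes, had 6.07 ± 0.956 CPM in WT and 7.95 ± 2.31 CPM in GCERAΔ, a log2 fold change of 0.38 (standard error 0.18, adjusted p = 0.213, edgeR). Among the genes of Fig. 2F, Slc39a5 had a log2 fold change of -1.30 (adjusted p = 2.94e-06, edgeR), Slco4a1 -1.62 (adjusted p = 0.0008, edgeR) and Slc4a8, below the FPKM minimum, -1.05 (adjusted p = 2.74e-05, edgeR). For Slc10a2 the log2 fold change was -0.99 (standard error 0.35, adjusted p = 0.0541, edgeR), and the adjusted p was 0.0341 with DESeq2.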

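Slc7a13 (ENSMUSG00000041052) lies on chromosome 4 of GRCm38 from 19818725 to 19842218. It had 0.766 ± 0.551 CPM in WT and 669 ± 290.0 CPM in GCERAΔ, a log2 fold change of 9.78 (standard error 0.64, adjusted p = 1.42e-06, edgeR). Slc22a30 (ENSMUSG00000052562, chromosome 19, 8335371 to 8405111) had 2.98 ± 1.69 and 109 ± 44.3 CPM, with a log2 fold change of 5.20 (standard error 0.43, adjusted p = 7.33e-06, edgeR). Slc22a28 (ENSMUSG00000063590, chromosome 19, 8062209 to 8131982) had 4.76 ± 1.44 and 93.8 ± 56.5 CPM, with a log2 fold change of 4.30 (standard error 0.48, adjusted p = 7.76e-05, edgeR). No GCERAΔ value of these genes overlapped a WT value. With each mouse left out in turn, the log2 fold changes stayed between 9.48 and 10.13, 5.04 and 5.60, and 4.07 and 4.53, in the same order. Slc22a28 and Slc22a30 are neighbouring paralogs, so the counting could have split reads between them. No value of Xist overlapped between the groups either, so a difference in sex could also account for these increases (closing section).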

Among transporter transcripts expressed at higher levels in GCERAΔ compared to WT cortices are Slc22a28, Slc22a30, and Slc7a13 (Fig. 2E). Among transporter transcripts with lower expression in GCERAΔ compared to WT are Slc7a12, Slc22a29, and Slc17a2 (Fig. 2F).

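Slc7a12 (ENSMUSG00000039710, chromosome 3 of GRCm38, 14480697 to 14505830) fell from 231 ± 77.1 CPM in WT to 33.2 ± 14.4 CPM in GCERAΔ, a log2 fold change of -2.80 (standard error 0.32, adjusted p = 0.000101, edgeR). Slc22a29 (ENSMUSG00000075044, chromosome 19, 8160165 to 8218900) fell from 32.7 ± 2.19 to 2.76 ± 1.85 CPM, with a log2 fold change of -3.56 (standard error 0.39, adjusted p = 6.65e-05, edgeR). It lies beside its paralogs Slc22a28 and Slc22a30, which changed in the opposite direction. Slc17a2 (ENSMUSG00000036110, chromosome 13, 23806993 to 23825180) fell from 12.5 ± 4.67 to 0.315 ± 0.138 CPM, with a log2 fold change of -5.31 (standard error 0.34, adjusted p = 1.23e-06, edgeR). The groups did not overlap for any of them, nor for Xist, so a difference in sex could also account for these decreases (closing section).

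**Figure D2:**
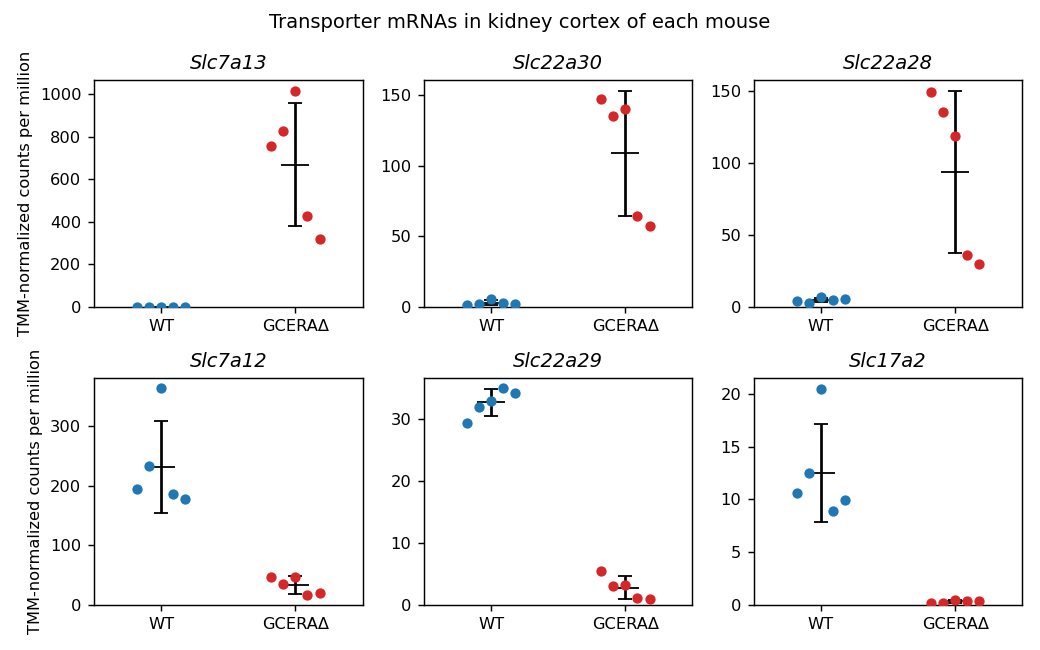
TMM-normalized counts (CPM) of 6 transporter mRNAs in the cortex of each WT (blue) and GCERAΔ (red) mouse, 1 point per mouse, with the mean and SD of 5 mice in black. Slc7a13, Slc22a30 and Slc22a28 are higher and Slc7a12, Slc22a29 and Slc17a2 are lower in every GCERAΔ mouse than in every WT mouse. All 6 are on the lists of genes higher in male or in female kidneys. Their directions are those of male GCERAΔ and female WT mice, so ATF4 loss and sex cannot be told apart here (closing section).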

To investigate whether the ATF4-deletion associated changes in transcripts could be correlated with changes in proteins, we conducted proteome-wide proteomics studies. With filtration of the peptides ≥ 2, the total number of proteins detected in the cortices was 5471, with 2012 proteins (38.7%) significantly changed. Like the PCA of mRNAs, the PCA of proteins shows close clustering in WT and GCERAΔ cortices, respectively, and these two groups are well separated (Fig. 3A). The volcano plot (Fig. 3B) shows that transporters represent the major class of proteins that exhibit changes, also indicated as top-ranked protein enrichments in the heatmap generated by the GSEA (Fig. 3C). Detailed changes in some proteins are shown in Fig. 3D, E.

**Fig. 3:**
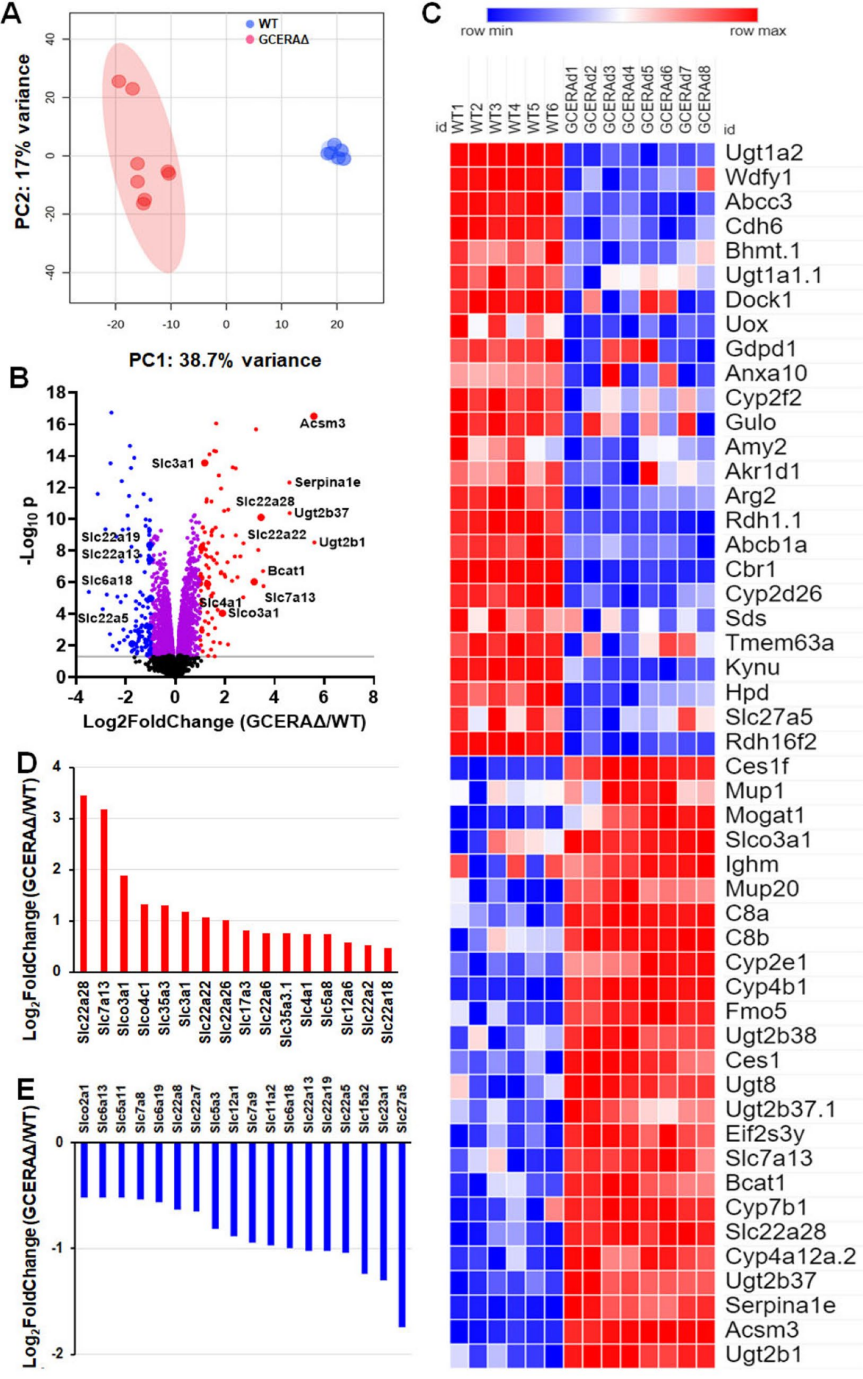
Deletion of ATF4 in proximal tubules caused proteome wide protein changes. **A** Principal component analysis (PCA) of proteomics data; **B** volcano plots of -log_10_(*p*_adj_) versus log_2_(fold change) of protein levels of GCERAΔ over WT. *p*_adj_ and log_2_(fold change) were calculated using R package DESeq2. Significantly changed proteins are in blue, purple, and red. Proteins significantly downregulated by two-fold are in blue. Proteins significantly upregulated by two-fold are in red; **C** GSEA generated heatmap of top 50 features for each phenotype; **D** significantly increased Slc proteins, and **E** significantly decreased Slc proteins

### PT ATF4 deletion affects transporters for inorganic cations/anions and amino acids/oligopeptides in the kidney cortex

Both transcriptomics and proteomics studies demonstrate that the major changes caused by ATF4 deletion are in transporters. Thus, we uploaded all transporter mRNAs and proteins into the DeepVenn program [25] and performed correlation analysis. Almost all detected transporter proteins are translated from the detected mRNAs (Fig. 4A), and 80% of the shared mRNAs are positively correlated with their corresponding proteins (Fig. 4B).

**Fig. 4:**
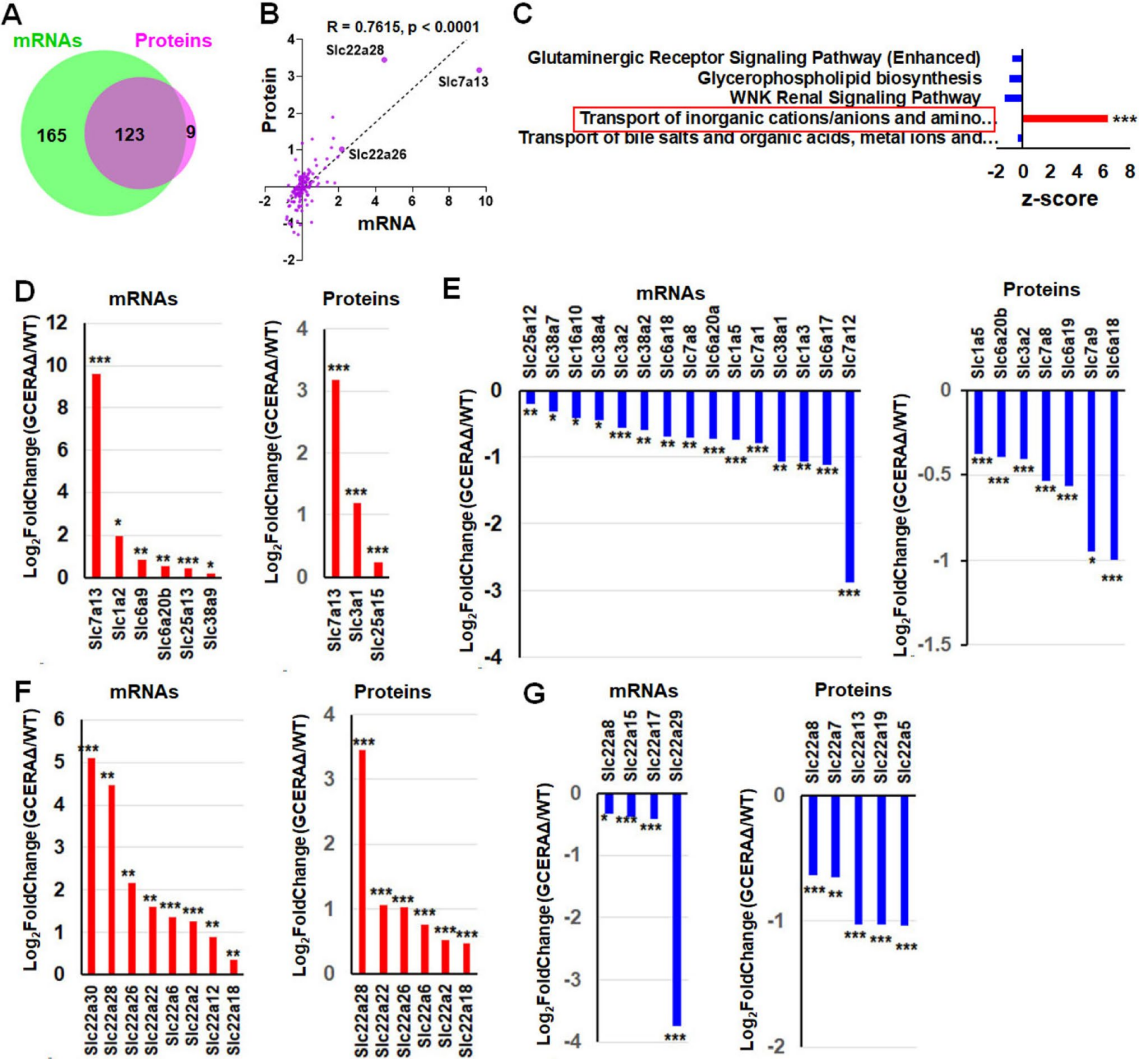
Deletion of ATF4 significantly affected amino acid transporters (AATs) and Slc22 family transporters at both mRNA and protein levels. **A** Venn diagram of all detected transporter mRNAs and proteins; **B** correlation between shared 123 transporter mRNAs and proteins; **C** pathways generated by Ingenuity Pathway Analysis (IPA) of all transporter mRNAs. Positive *Z* score is in red, negative *Z*-scores are in blue; **D** significantly increased AATs; **E** significantly decreased AATs; **F** significantly increased Slc22 family transporters; **G** significantly decreased Slc22 family transporters. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.0001

Since many types of transporters are expressed in the kidney [26], we conducted Ingenuity Pathway Analysis (IPA) of all 288 transporters. The pathways for transport of inorganic cations/anions and amino acids/oligopeptides exhibited the greatest changes (Fig. 4C). Therefore, we examined these amino acid transporters (AATs) in more detail. Of 45 detected AATs, Slc7a13 was the only one that showed increases at both mRNA and protein levels in GCERAΔ compared to WT (Fig. 4D). 

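The paper's text does not print its list of amino acid transporters, so a list of 66 genes was written from general knowledge before the data were examined, and it includes the genes of Fig. 4D and E. Of these genes, 36 passed the FPKM minimum, and 19 changed (adjusted p of at most 0.05, edgeR). Increases were found for 5 genes and decreases for 14. Adjusted over the list alone, 20 changed. The increased genes besides Slc7a13 included Slc6a9, with a log2 fold change of 0.96 (standard error 0.17, adjusted p = 0.00193, edgeR), Slc6a20b with 0.57 (standard error 0.13, adjusted p = 0.00642, edgeR) and Slc25a13 with 0.47 (standard error 0.07, adjusted p = 0.000497, edgeR). Slc38a9, below the FPKM minimum, had a log2 fold change of 0.30 and did not pass (adjusted p = 0.114, edgeR). With each mouse left out in turn, between 16 and 20 genes of the list changed.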

Slc7a13 (formerly AGT-1) is localized on the apical side of the PT [27]; Slc7a13 transports glutamate (Glu), aspartate (Asp), and cystine from urine to blood [28]. 

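Amino acid transporters as a set had a median log2 fold change of -0.2 in GCERAΔ over WT and, because of Slc7a13, a mean of 0.04. The set moved down by limma camera with a preset correlation (p = 0.024), by camera with an estimated correlation (p = 0.0411) and by limma fry (p = 9.08e-05). The list includes the genes that the paper drew as changed in Fig. 4D and E. Tests of this set are therefore partly circular. With library kind as a covariate limma camera did not pass with the preset correlation (p = 0.0591) or with the estimated correlation (p = 0.0645), while limma fry did (p = 5.38e-06). Slc6a18 fell from 1011 ± 174.7 to 636 ± 69.0 CPM, with a log2 fold change of -0.67 (standard error 0.12, adjusted p = 0.0022, edgeR). The log2 fold changes of Slc1a5, Slc7a1, Slc6a20a and Slc3a2 were -0.63, -0.70, -0.71 and -0.55, with a largest adjusted p of 0.00103 (edgeR). For Slc16a10 the log2 fold change of -0.27 passed at an adjusted p of 0.0402 (edgeR) and did not pass with library kind as a covariate (adjusted p = 0.0726).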

Compared to the number of mRNAs/proteins increased by the ATF4 deletion, many more AAT mRNAs/proteins were decreased in GCERAΔ compared to WT (Fig. 4E). The mRNA (Slc7a12) showing the greatest decrease was not detected in our proteomics analysis.

Additionally, some members of the Slc22 family were changed by ATF4 deletion. Twenty-one Slc22 family genes were detected. 

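Of the genes named Slc22a, 18 passed the FPKM minimum and 23 had counts above 0 in at least 1 sample. Changes were found for 10 genes, of which 7 were increased and 3 decreased. Adjusted over the family alone, 9 were increased and 3 decreased. At least 2-fold changes were found for 6 increased genes and 1 decreased gene. Slc22a6 rose from 359 ± 25.5 to 944 ± 220.4 CPM, with a log2 fold change of 1.39 (standard error 0.15, adjusted p = 5.02e-05, edgeR). Slc22a12 had a log2 fold change of 0.84 (adjusted p = 0.00152, edgeR), Slc22a26 2.15 (adjusted p = 0.00509, edgeR) and Slc22a22 1.61 (adjusted p = 0.00286, edgeR). Slc22a18 had a log2 fold change of 0.26 and an adjusted p of 0.0556 (edgeR), which was 0.0241 with DESeq2.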

Six of eight transcripts increased in GCERAΔ compared to WT were also increased at the protein level in GCERAΔ compared to WT (Fig. 4F). One of these, Slc22a2, is located on the PT basolateral side [29]. 

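Slc22a2 (ENSMUSG00000040966) lies on chromosome 17 of GRCm38 from 12584132 to 12628488. It had 116 ± 20.9 CPM in WT and 278 ± 23.8 CPM in GCERAΔ cortices, a log2 fold change of 1.26 (standard error 0.12, adjusted p = 2.04e-05, edgeR). Every GCERAΔ mouse had a higher value than every WT mouse. The log2 fold change stayed between 1.18 and 1.36 with each mouse left out in turn. These groups also did not overlap in Xist, so a difference in sex could account for this increase too (closing section).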

One of Slc22a2’s substrates is creatinine [30], and another substrate, notably, is cisplatin [31]. Increased expression of Slc22a2 in the ATF4 knockout PTs could potentially lead to transport of more creatinine from the blood to the urine, increasing urine creatinine. 

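Slc22a8 (ENSMUSG00000063796, chromosome 19 of GRCm38, 8591254 to 8611835) had 643 ± 42.6 CPM in WT and 543 ± 134.8 CPM in GCERAΔ. The log2 fold change was -0.25 (standard error 0.15, adjusted p = 0.247, edgeR), the groups overlapped, and the difference was not larger than the spread between mice. It passed the threshold without GCERAΔ 4, at a log2 fold change of -0.38 (adjusted p = 0.0459). Slc22a17 had a log2 fold change of -0.35 (standard error 0.07, adjusted p = 0.00291, edgeR), and Slc22a15, below the FPKM minimum, one of -0.32 that did not pass (standard error 0.17, adjusted p = 0.269, edgeR).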

Among the Slc22 family transcripts decreased in GCERAΔ compared to WT, only Slc22a8 showed lower mRNA and protein levels (Fig. 4G).

### PT ATF4 deletion alters metabolite profiles in serum, kidney, and urine

Since ATF4 deletion in PTs changed large numbers of proteins, some of which carry out metabolic reactions, we hypothesized that the PT ATF4 deletion could alter renal metabolism. We took an untargeted approach, profiling all metabolites in all three compartments, the blood/serum, kidney, and urine, by LC/MS. PCA shows that the metabolites in serum are closely clustered in WT vs. GCERAΔ cortices and that these two groups are separated by principal component-1 (PC-1) of 42.3% of metabolites (Fig. 5). Greater separations between GCERAΔ and WT are found in kidney (Fig. 5E) and urine (Fig. 5I). These PCAs demonstrate that there are metabolite differences between WT and GCERAΔ in all three compartments.

**Fig. 5:**
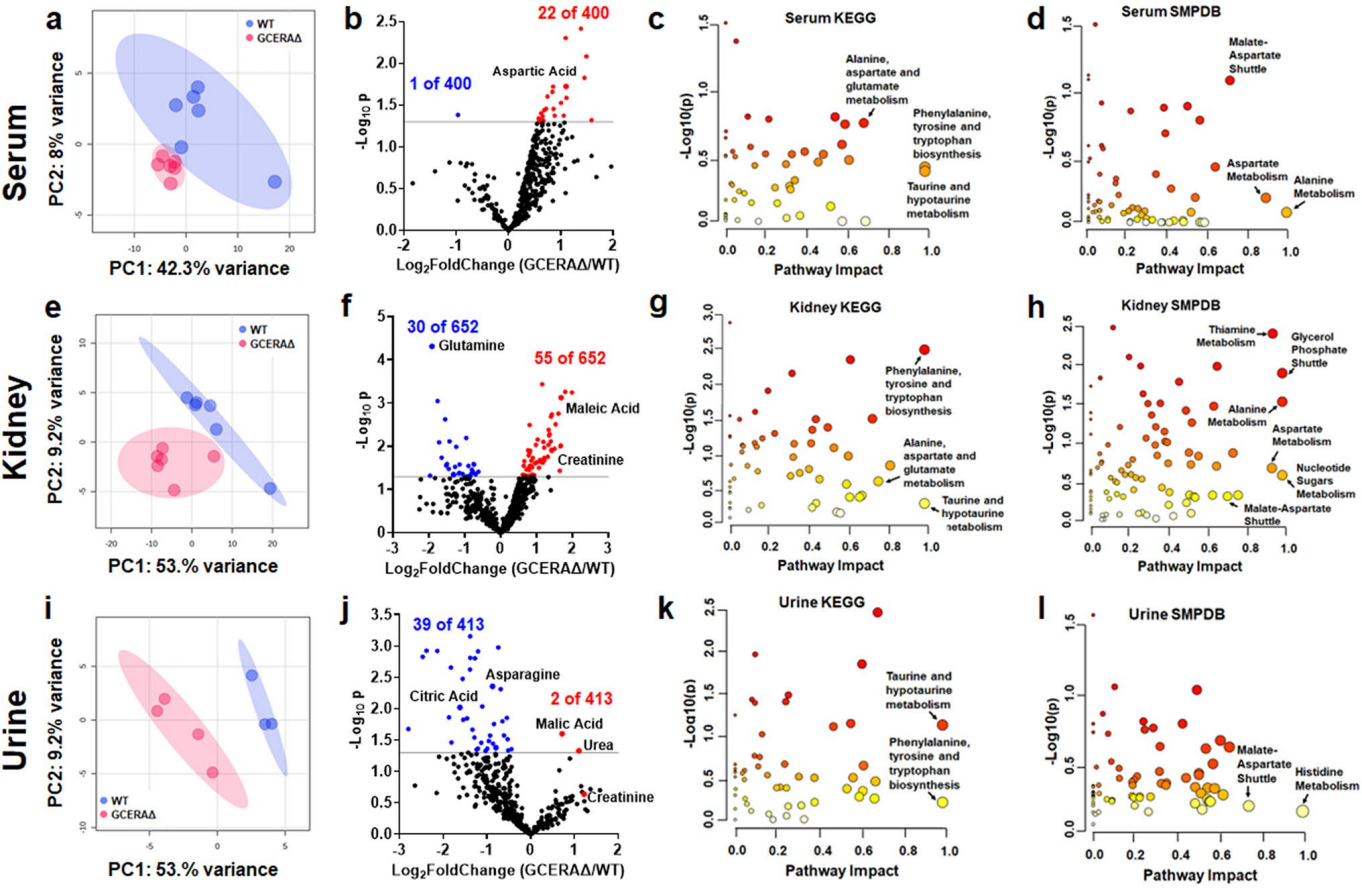
Deletion of ATF4 in proximal tubules caused changes in metabolite profiles in the serum, kidney, and urine. **A**, **E**, **I** Principal component analysis (PCA) of metabolites in the serum, kidney, and urine; **B**, **F**, **J** volcano plots of -log_10_(*p*_adj_) versus log_2_(fold change) of metabolites of GCERAΔ over WT. Significantly reduced metabolites are in blue; significantly increased metabolites are in red. **C**, **G**, **K** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of metabolites in the serum, kidney, and urine generated by MetaboAnalyst; **D**, **H**, **L** Small Molecule Pathway database (SMPDB) pathways of metabolites in the serum, kidney, and urine generated by MetaboAnalyst

The serum volcano plot shows that all significantly changed metabolites (23/400), except one, are increased in GCERAΔ compared to WT (Fig. 5B). One of the metabolites increased in GCERAΔ cortices is Asp. More metabolites (85/652) were altered in the kidneys of GCERAΔ vs WT than in serum or urine (Fig. 5F). Contrary to the changes in serum, all significantly changed metabolites (41/413) in urine are reduced in GCERAΔ compared to WT, except for malic acid and urea (Fig. 5J). Urine creatinine is higher in GCERAΔ compared to WT. Overall, ATF4 deletion in PTs was associated with increased concentrations of metabolites in serum and decreased concentrations of metabolites in urine (Fig. 5B, J), suggesting that ATF4 deletion causes enhanced uptake of metabolites from urine to serum as well as increased excretion of wastes such as urea and creatinine.

Pathway analysis using the MetaboAnalyst KEGG database [32] shows that ATF4 deletion has a significant impact on many metabolic pathways. Among those are Phe-Tyr-Trp synthesis and Ala-Asp-Glu metabolism (Fig. 5C, G, K). Pathway analysis based on the Small Molecule Pathway Database (SMPDB) [33] shows similar impacts on pathways such as Ala metabolism, Asp metabolism, and the malate-Asp shuttle in GCERAΔ vs WT (Fig. 5D, I, L).

PT ATF4 deletion increased creatine, an energy source for muscle partially supplied by the kidney, in serum from GCERAΔ mice, but decreased creatine in urine (Fig. 6A). In contrast, creatinine, a chemical waste product of creatine, was decreased in serum but was significantly increased in the kidneys and urine of GCERAΔ compared to WT (Fig. 6B). Urea, excreted in the urine, is a breakdown product of proteins and/or amino acids [20], whereas uric acid is primarily a breakdown product of nucleotides such as DNA or RNA [34]. In mouse, uric acid is oxidized to allantoin and excreted in urine [35], which is different from what occurs in humans. ATF4 deletion in PTs caused increased excretion of waste products from proteins and/or amino acids (Fig. 6C) and a trend toward a reduction in waste products from nucleotides (Fig. 6D, E).

**Fig. 6:**
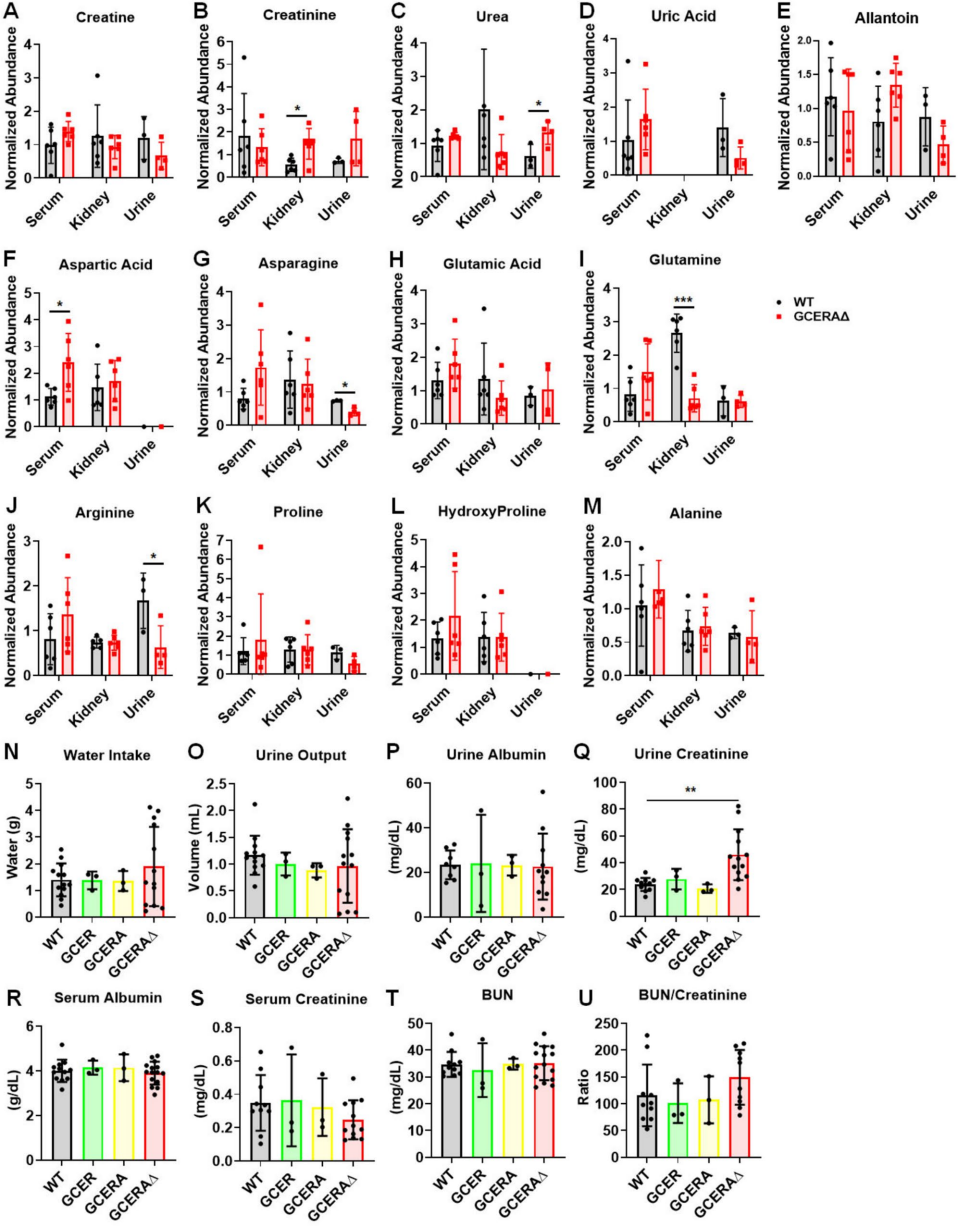
Deletion of ATF4 in proximal tubules affects excretion of wastes and reabsorption of nutrients. **A**–**M**, metabolites in the serum, kidney, and urine analyzed by metabolomics studies. **N**–**U**, markers of renal functions measured by spectrometry. Transporters in red and blue are increased and reduced in GCERAΔ compared to WT, respectively. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.0001

The kidney is one of the tissues in which the highest consumption of glutamine (Gln) occurs [36]. Gln is the most abundant, naturally occurring non-essential amino acid [36]. Gln is essential for many cellular functions, including the synthesis of nucleotides and non-essential amino acids [37]. ATF4 deletion in PTs reduced Gln levels in the kidney by almost four-fold and increased Gln in serum by two-fold (Fig. 6I). A similar trend occurred for Glu (Fig. 6H). Glu can be converted to Ala and Asp, which are precursors for the synthesis of several other amino acids [38]. Increased Glu probably contributes to the increased Asp in GCERAΔ blood compared to WT (Fig. 6F). Asp can also be produced by hydrolysis of asparagine, which is also increased in serum but decreased in the urine of GCERAΔ compared to WT (Fig. 6G). PT ATF4 deletion also affected arginine levels (Fig. 6J), but not those of proline or Ala (Fig. 6K–M). Additional amino acids affected by PT ATF4 deletion are shown in Supplementary Fig. 1.

### PT ATF4 deletion affects glutamine metabolism in primary tubule cells

To confirm the effects of PT ATF4 deletion on nutrient metabolism, we isolated primary tubule cells from cortices of GCERAΔ and WT mice (Fig. 7A) and conducted [U^13^C_5_]glutamine tracing in those cells. [U^13^C_5_]glutamine uptake and metabolism were stopped at 2 h and 24 h, respectively, and intracellular metabolites were analyzed by LC/MS. Almost all detected intracellular glutamine contained ^13^C (Fig. 7C), and all five carbons were ^13^C (Fig. 7D). However, [U^13^C_5_]glutamine level was much lower in GCERAΔ than in WT cells, most likely resulting from lower expression of glutamine transporters (Slc38a1,2,4,7) (Fig. 4E). Glutamine was converted to glutamate, which could be metabolized to different metabolites (Fig. 6B). One of the major pathways is metabolism to α-ketoglutarate (α-KG), which subsequently goes through the TCA cycle. While there is more α-KG with ^13^C (Fig. 7G) in GCERAΔ cells, the amount of α-KG with 5 ^13^Cs was lower in GCERAΔ cells (Fig. 7H), i.e., α-KG directly generated from glutamine was lower in GCERAΔ than WT. Alpha-KG was subsequently metabolized to 4-C metabolites in the TCA cycle. All 4-C metabolites were lower in GCERAΔ than WT cells (Fig. 7I–N, Q,R). Aspartate converted from oxaloacetate was also lower in GCERAΔ than WT cells (Fig. 7O, P). Glutamate can be converted to proline. Though the contribution of incorporated proline to the total proline is minimal, the incorporated proline from the glutamine tracer was much lower in GCERAΔ than WT (Fig. 7S, T).

**Fig. 7:**
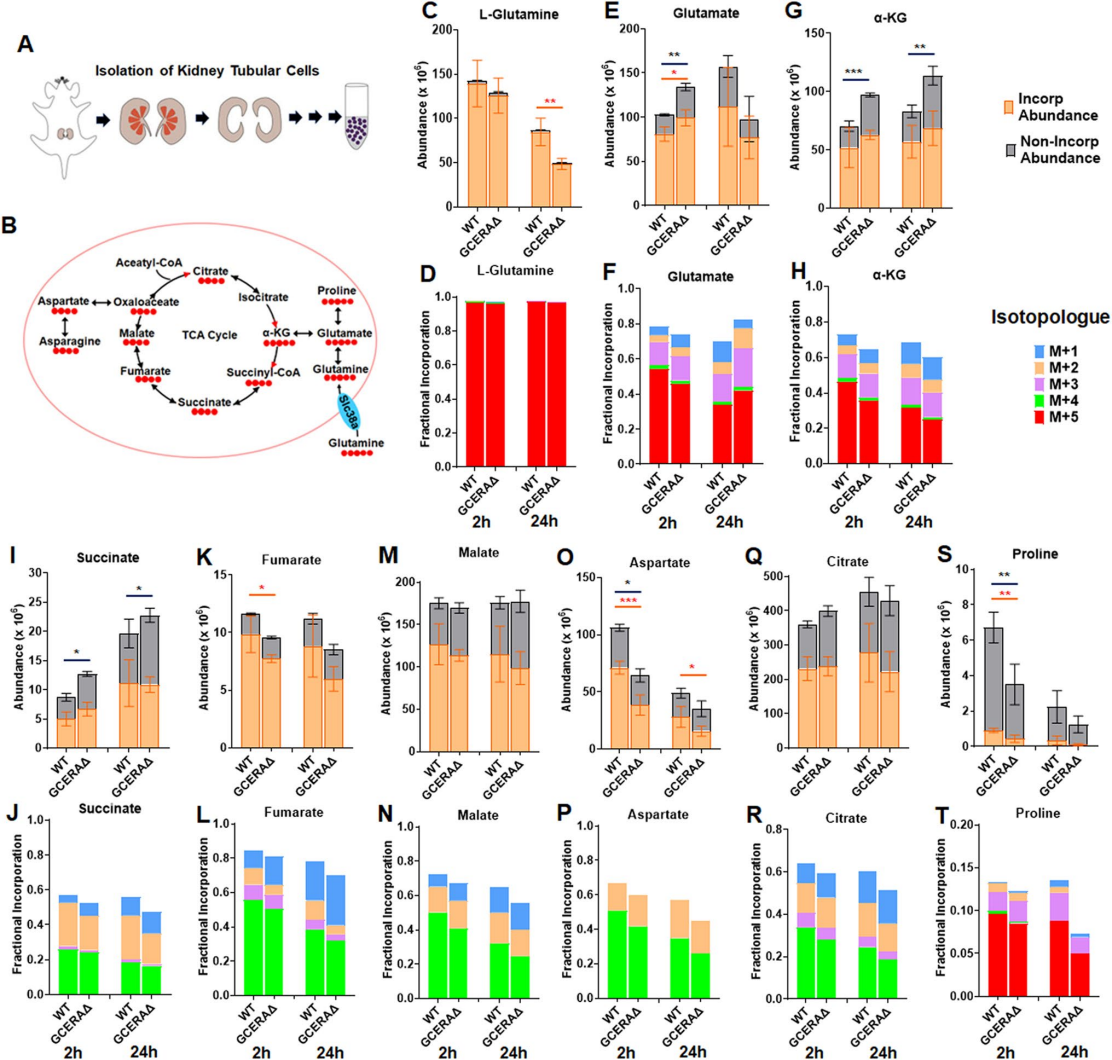
Deletion of ATF4 in proximal tubules affects glutamine metabolism in primary tubular cells. **A**, diagram of isolation of primary tubule cells from kidney cortices; **B**, diagram of uptake and metabolism of [U^13^C_5_]glutamine; **C**–**T**, abundances of metabolites incorporated or non-incorporated with ^13^C isotopes and their corresponding fractional incorporations at 2 h and 24 h after cells were fed with [U^13^C_5_]glutamine. Transporters in blue in **B** are reduced in GCERAΔ compared to WT. α-KG, α-ketoglutarate. *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.0001. Orange stars indicate significance for comparisons of abundances incorporated with ^13^C isotopes between GCERAΔ and WT; black stars indicate significance for comparisons of abundances non-incorporated with ^13^C isotopes between GCERAΔ and WT

Glutamine transporters (Slc38a1,2,4) are located on the basolateral sides of proximal tubules [28], taking glutamine from the blood into cells. The lower intracellular abundance of glutamine metabolites suggests that fewer nutrients are inside PT cells to be filtered out and that more nutrients are retained in the circulation in the GCERAΔ than WT. These tracing results are consistent with metabolomics data (Fig. 6F–K).

### ATF4 deletion affects kidney function

To assess if the effects of ATF4 PT deletion are manifested at the physiological level, we measured kidney functions by placing mice in metabolic cages and recording their water intake and urine output. We collected their urine and blood for measurements of albumin and creatinine in both serum and urine, and of blood urea nitrogen (BUN) in serum. We also included two additional groups (GCER and GCERA) as controls to assess if the transgenes themselves exerted any effects on renal functions. As anticipated, there were no significant differences among the WT, GCER, and GCERA cohorts for all measurements (Fig. 7). While we observed no differences in water intake (Fig. 7N) and urine output (Fig. 7P), urinary creatinine was doubled in GCERAΔ compared to WT (Fig. 7Q). Conversely, serum creatinine was lower in GCERAΔ vs WT (Fig. 7S). These changes in urinary and serum creatinine are consistent with those obtained from metabolomics studies (Fig. 7B). While slightly lower urine volumes in the GCERAΔ mice could contribute to their higher urine creatinine levels, increased export of creatinine, likely resulting from higher expression of the creatinine transporter (Slc22a2) [30] (Fig. 4F) on the basolateral side of the PT [29, 39], could explain the higher urine creatinine in GCERAΔ compared to WT. We observed no differences in albumin in either the urine or blood among these four groups (Fig. 7P, R). PT ATF4 deletion did not cause changes in BUN (Fig. 7T) nor in the BUN to creatinine ratio (Fig. 7U), which is also consistent with the serum urea levels measured from the metabolomics studies (Fig. 7C).

## Discussion

ATF4 is a transcription factor responding to various types of stress [1]. Utilizing multi-omics technology, we demonstrate that under basal conditions, ATF4 deletion in kidney PTs results in major changes in the genome-wide transcriptome and proteome. The changes in mRNAs and proteins are associated with altered metabolic profiles in the urine, kidney, and blood, and renal physiology (Fig. 6N–U).

Many roles of ATF4 in the regulation of development, lipid metabolism, and thermogenesis have been elucidated by using whole body ATF4 knockout mice [11, 13]. Mice with ATF4 specifically deleted in various tissues, including the muscle [3], liver [12], heart [17], intestine [18], and brown adipose tissue [40], have also been generated to analyze ATF4’s actions in regulating muscle aging, heart health, gluconeogenesis, and fatty acid synthesis under basal and or stressed conditions. However, this is the first report focusing on the regulation of kidney function under basal conditions by ATF4 in PTs.

One set of positively correlated genes and proteins that is affected by ATF4 deletion is the solute carriers (Slcs) (Fig. 4B), which are the largest family of transmembrane transporters carrying out major physiological functions in the kidney. Slcs are classified into several families. We found that the most profound changes caused by ATF4 deletion were in the AAT family. There are a few prior reports about ATF4 regulation of AATs. In cultured mouse embryonic fibroblasts, Harding et al. [8] showed that ATF4 deletion reduced Slc7a5 and Slc3a2 transcripts. In skeletal muscle cells, an amino acid response element near the Slc38a9 gene was shown to be an ATF4-binding site [41]. Promoters of some genes with functions in amino acid transport (Slc7a11, Slc38a1, and Slc43a1) were occupied by ATF4 in DLD-1 MycER tumor cells [42]. The promoters of AATs (Slc6a9, Slc7a1, Slc7a5, Slc36a1, Slc36a4, Slc38a1, Slc38a3) were associated with ATF4 in cultured HCT116 cells [43]. These prior studies were all performed in cultured cells rather than in mice, however. Thus far, there is only one report showing a positive correlation between Slc1a5 and ATF4 mRNAs in ileal epithelia of mice with ATF4 deleted in intestinal epithelial cells [18].

In mice under basal conditions, using untargeted, multi-omics, we identified another AAT, Slc7a13, regulated by ATF4 (Fig. 4B, D, E). A member of the AAT family, Slc7a13 resides on the apical side of PTs and re-uptakes Glu and Asp from urine (Fig. 8) [27]. We hypothesize that increased Slc7a13 mRNA and protein levels in GCERAΔ compared to WT cortices (Fig. 4D) may result in increased Glu and Asp in the blood of GCERAΔ compared to WT (Fig. 6F–I). On the apical side, besides Slc7a13, expression of two AATs was reduced, and two AATs were increased (Fig. 8).

**Fig. 8:**
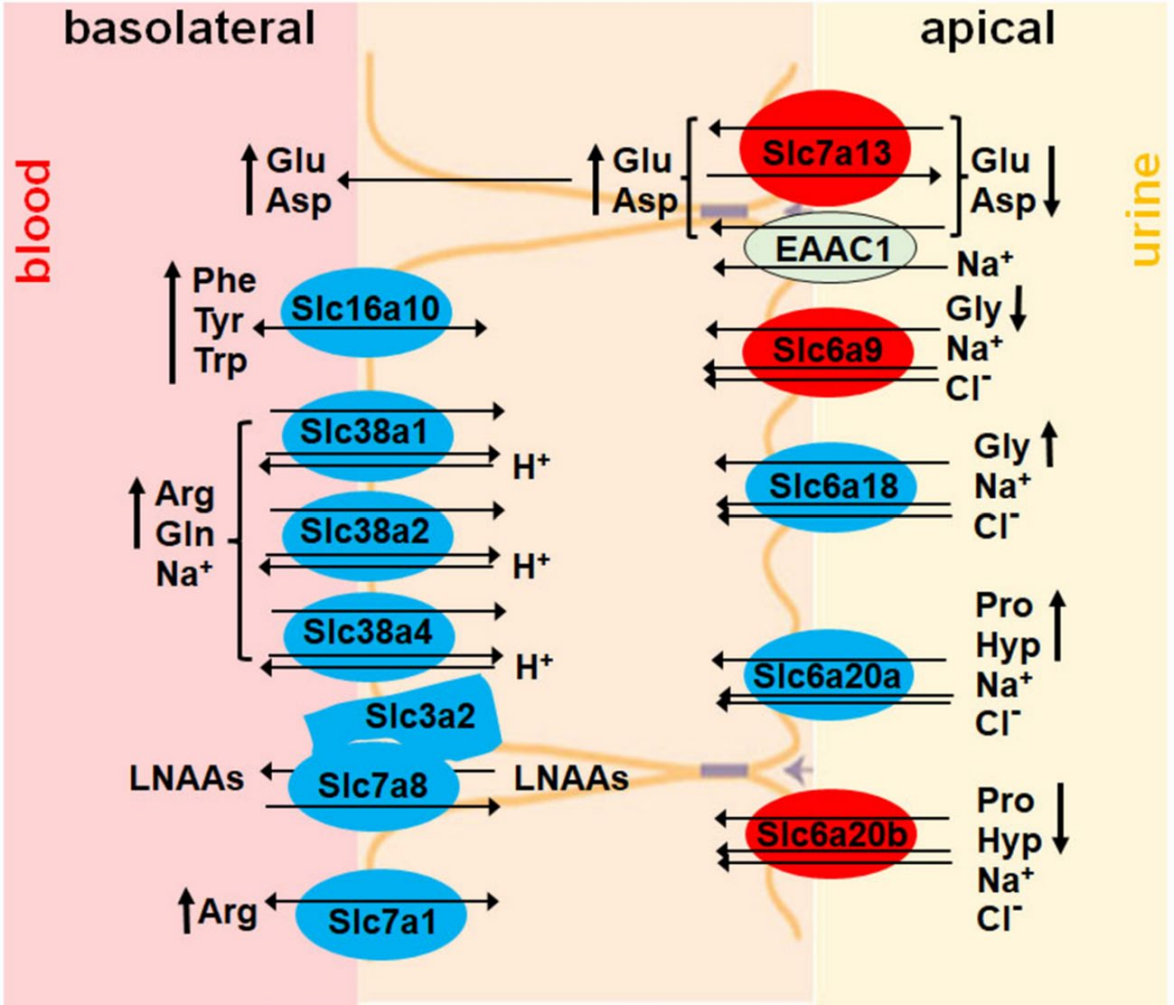
Proposed model of metabolite (mainly amino acids) changes resulted from the expression changes in transporters (mainly amino acid transporters) in kidneys of GCERAΔ mice. Transporters in red and blue are increased and reduced in GCERAΔ compared to WT, respectively

Additional AATs reduced by ATF4 deletion (Fig. 4D, E) are localized on the basolateral side, among which are several Slc38 family members (Fig. 8) [28]. The main substrate of the Slc38 family is glutamine [44]. In response to starvation, ATF4 activates transcription of Slc38a2 in HepG2 and Hela cells [44, 45]. 

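In kidney cortices, 4 of the 11 genes of the Slc38 family passed the FPKM minimum, and 1 of them changed. This was Slc38a2, which fell from 84.1 ± 10.3 CPM in WT to 59.3 ± 11.9 CPM in GCERAΔ (log2 fold change -0.50, standard error 0.13, adjusted p = 0.0159, edgeR). Slc38a7 had a log2 fold change of -0.24 (adjusted p = 0.097, edgeR) and Slc38a4, below the FPKM minimum, one of -0.27 (adjusted p = 0.423, edgeR). Slc38a1, also below it, fell from 6.19 ± 1.07 to 3.16 ± 0.747 CPM in the fit of all genes (log2 fold change -0.98, adjusted p = 0.0018, edgeR).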

Here, we show that ATF4 deletion reduces Slc38 family expression (Fig. 4D, E), and thereby likely reduces the loss of glutamine and its metabolites (Figs. 6F–K and 7C–V), retaining more energy substrates [44]. Overall, the changes in AATs located on the basolateral and apical sides of ATF4 KO PT cells are associated with the retention of several AAs critical for building proteins and for cellular and physiological functions.

ORCTL3 (Slc22a13) overexpression was reported to increase ATF4 protein in HeLa, HEK293T, and HUVEC cells [46], but to date, there are no reports of ATF4 regulation of Slc22 family transporters. Here, we report that ATF4 regulates transporters of the Slc22 family. Within the Slc22 family, there are six subfamilies, including the organic anion transporter (OAT) and organic cation transporter (OCT) subfamilies [39, 47]. The changes in Slc22 transporters from the ATF4 deletion are mostly in OATs, although two OCTs (Slc22a2 and Slc22a15) are also changed (Fig. 4F, G). Overall, more OATs were increased than decreased in GCERAΔ vs. WT. Slc22a2, Slc22a7, and Slc22a8 reside on the basolateral side of PT cells and transport creatinine from blood to urine [39]. 

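Slc22a7 (ENSMUSG00000067144, chromosome 17 of GRCm38, 46432183 to 46438457) had 189 ± 75.7 CPM in WT and 154 ± 36.6 CPM in GCERAΔ cortices. Its log2 fold change of -0.29 was within the spread between mice (standard error 0.25, adjusted p = 0.424, edgeR). With each mouse left out in turn, the log2 fold change stayed between -0.45 and -0.04.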

ATF4 deletion increased these three transporters at both the mRNA and protein levels, potentially explaining the increased excretion of creatinine (Figs. 6B, Q and 7).

Besides transporters, another set of genes/proteins, apolipoproteins, was significantly altered by ATF4 deletion (Supplementary Fig. 2). 

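Of the 18 genes in Supplementary Fig. 2, 14 passed the FPKM minimum and 9 changed, of which 4 were increased and 5 decreased. Apoe fell from 697 ± 126 to 215 ± 52.0 CPM (log2 fold change -1.70, standard error 0.18, adjusted p = 4.97e-05, edgeR). Apob rose from 238 ± 29.1 to 432 ± 38.4 CPM (log2 fold change 0.86, standard error 0.10, adjusted p = 7.91e-05, edgeR). Apoh rose from 0.307 ± 0.228 to 8.85 ± 6.97 CPM (log2 fold change 4.84, standard error 0.66, adjusted p = 0.000308, edgeR). The decreases in Apoa1, Apoa2, Apoa4 and Apoc1, with adjusted p of 0.0272, 0.036, 0.0224 and 0.0343, each failed the threshold when some single mice were left out. Apoa1bp was not among the gene names of the table.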

Apolipoproteins, such as Apol1 [48], play important roles in renal functions and kidney diseases [49]. Thus far, there are no reports about the regulation of apolipoproteins by ATF4 in the kidney. Thus, our data (Supplementary Fig. 2) could open new avenues of investigation concerning how ATF4 regulates apolipoproteins. 

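Of 81 genes for ribosomal proteins that were tested in the cortices, 46 decreased and none increased in GCERAΔ over WT at an adjusted p of at most 0.05 (edgeR). At an unadjusted p of at most 0.05, 66 changed, and DESeq2 called 57. Adjusted over the list alone, 62 decreased. The median log2 fold change was -0.44. The set moved down by limma camera with a preset correlation (p = 1.77e-10) and by limma fry (p = 0.000193), but not by camera with an estimated correlation (p = 0.0568). With each mouse left out in turn, between 34 and 60 of these genes changed.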

We also discovered that ATF4 deletion affects the expression of many ribosome genes/proteins. Some of the changes are similar to those seen in hematopoietic stem cells [50].

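Of the 17 genes in Supplementary Fig. 3, 12 passed the FPKM minimum and 6 changed, of which 1 was increased and 5 decreased. Atf5 fell from 19.5 ± 1.27 to 12.6 ± 0.857 CPM in GCERAΔ, without overlap between the groups (log2 fold change -0.63, standard error 0.08, adjusted p = 0.000132, edgeR). Eif4ebp1 fell from 14.3 ± 0.867 to 10.1 ± 2.23 CPM (log2 fold change -0.51, standard error 0.14, adjusted p = 0.0158, edgeR). Asns and Trib3, with log2 fold changes of -0.09 and -0.37, did not change (adjusted p = 0.847 and 0.491, edgeR, without the FPKM minimum where they fell below it).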

As ATF4 is a transcription factor, some of its known target genes [20], such as ATF5 and Eif4ebp1, showed reduced expression as a result of ATF4 deletion (Supplementary Fig. 3), suggesting that under basal conditions, without additional stress, ATF4 plays a role in the modulation of these genes, their downstream signaling pathways, and the corresponding cell physiology. Some other related genes, including ATF6 and Ddit3, are ER stress markers. The levels of these transcripts were not affected by ATF4 deletion (Supplementary Fig. 3), suggesting that ATF4 deletion under basal conditions does not provoke ER stress.

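Atf6 had means of 74.3 CPM in WT and 77.2 CPM in GCERAΔ (log2 fold change 0.05, standard error 0.05, adjusted p = 0.493, edgeR). Ddit3 had 8.05 ± 0.935 and 6.21 ± 1.43 CPM (log2 fold change -0.37, standard error 0.16, adjusted p = 0.098, edgeR). Ddit3 passed the threshold with 1 surrogate variable as a covariate, at a log2 fold change of -0.51 (adjusted p = 0.0203), with library kind as a covariate (adjusted p = 0.0305), with all 17 samples in the fit (adjusted p = 0.0476), without GCERAΔ 5 (adjusted p = 0.0176) and within kind A libraries (adjusted p = 0.0267).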

In summary, we provide robust genome-wide transcriptome and proteome data and untargeted metabolome data in all three compartments (blood, kidney cortices, and urine). Integrating data from these multi-omics studies enabled us to demonstrate novel functions for ATF4 in the kidney. One of the profound changes from our transcriptomics and proteomics data sets is changes in expression of many transporters, accompanied by altered metabolic profiles in all three compartments. These data are of great value for further investigation into the functions of ATF4 in the regulation of renal molecular signaling and physiological functions.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

Our mRNA-seq data are deposited into Gene Expression Omnibus (GEO), accession # GSE291049. Our proteomics data are deposited into MassIVE, accession # MSV000097819.

# Supplementary material for: ATF4 in proximal tubules modulates kidney function and modifies the metabolome
**Source:** J Mol Med (Berl). 2025 Jun 21;103(8):989–1003. doi: 10.1007/s00109-025-02559-4
**Supplement:** Supplementary file 1 — Supplementary file1

## Materials and Methods

**Mice and treatments.** All animal experiments and protocols were approved by the Institutional Animal Care and Use Committees (IACUC) of the WCMC. The homozygous floxed ATF4 (ATF4 fl/fl) mice were a gift from Dr. Christopher M. Adams at the Mayo Clinic [1]. We generated Ggt/CreER<sup>TG/TG</sup> (designated GCER) mice in our lab [2]. We then crossed ATF4<sup>fl/fl</sup> with Ggt/CreER<sup>TG/TG</sup> mice to generate Ggt /CreER<sup>TG/TG</sup>; ATF4<sup>(fl/fl)</sup> (designated GCERA) mice. We injected 200 µL of tamoxifen (Cayman Chemical Company, #13258, MI) in Cottonseed oil (Sigma, C7767) at a concentration of 20 mg/mL into 6-week-old mice once per day for two consecutive days to specifically delete the ATF4 gene in PTs of the kidney, designated GCERAΔ. One month after the first injection, mice were placed in metabolic cages and fasted for 16 h. Their water intake and urine output were measured. We collected their urines for measurements of urine creatine, albumin and other metabolites. Mice were then sacrificed. Blood was collected by heart puncture and tissues harvested. Half of one kidney was placed in RNALater for total RNA extraction. The other half of the same kidney was fixed for immunohistochemistry (IHC). One sixth of the other kidney was used for DNA extraction. The rest was snap frozen in liquid N<sub>2</sub> for protein extraction, profiling of metabolites, and other studies.

**Genotyping.** The transgenic mice were genotyped using these primers (**Supplementary Table S1**). The PCR for Cre was performed with an initial denaturation step at 95°C for 10 min, followed by 34 cycles consisting of denaturation at 95°C for 1 min, annealing at 60°C for 2 min, elongation at 72°C for 1 min, and a final extension at 72°C for 10 min. For the ATF4 floxed (fl/fl) gene, PCR was performed with an initial denaturation step at 95°C for 3 min, followed by 30 cycles at 95°C for 30 sec, 57°C for 30 sec, 72°C for 90 sec, and a final extension at 72°C for

5 min. To assess the knockout induced by tamoxifen, the primers which yielded the excised genomic DNA product were used with an initial denaturation step at 95°C for 5 min, followed by 35 cycles at 95°C for 30 sec, 60°C for 30 sec, 72°C for 45 sec, and a final extension at 72°C for 5 min.

We used primers for the amplification of the transcription factor HOXA1 DNA as a positive control for DNA quality. PCR was performed at 94°C for 10 min, followed by 39 cycles consisting of 94°C for 1 min, 60°C for 2 min, and 72°C for 1 min, with a final extension at 72°C for 10 min.

**Immunostaining.** We fixed kidney samples in 4% paraformaldehyde buffer (pH 7.4) and embedded them in paraffin blocks. Next, we stained 5 µm sections. The slides were washed with xylene for 5 min twice, 100% ethanol for 2 min twice, 95% ethanol for 2 min twice, 70% ethanol for 2 min twice, and with dH<sub>2</sub>O for 2 min twice. We incubated the slides using 15 mL antigen unmasking solution (Vector antigen Unmasking solution Citrate-base, pH 6 Cat H-3300 or Tris-Based, pH9 cat H3300) in 1.6 L of dH<sub>2</sub>O for 4 min at 176°C in a pressure cooker. The slides were then incubated with 3% hydrogen peroxide in methanol for 15 min to quench endogenous peroxidase activity, followed by incubation for 10 min in PBS-T and 10 min in PBS. The slides were blocked with 10% normal goat serum (Vector Laboratories, S-1000) for 20 min at room temperature. Slides were then incubated with primary antibody (Ab) for ATF4 (Cell Signaling, 11815S) at a dilution of 1:50 for 1 h at room temperature and then overnight at 4°C. To assess non-specific staining, we included a negative control slide incubated without primary antibodies. After incubation with primary antibody, we washed slides 3 times in PBS, 10 min each wash, and then we incubated slides with 1x goat anti-rabbit IgG secondary antibody, poly HRP

conjugate (Invitrogen, B40962, OR) and MOM immunodetection kit (Vector Laboratories, CA) for 1 h at 22°C. After washes with PBS, the slides were incubated with 3,3'-diaminobenzidine substrate (Vector Laboratories), according to the manufacturer's instructions, counterstained with hematoxylin (Poly Scientific R&D, Bay Shore, NY), and mounted for image acquisition with a Nikon TE2000 inverted fluorescence microscope.

**RNA extraction and mRNA-Seq.** Half of a kidney was reserved in RNALater when mice were sacrificed. Those tissues were kept at 4°C for 24 h and then moved to -80°C for storage. Cortices of kidneys from 3 - 4 mice from each of the cohorts were dissected for mRNA-seq. Five -10 mg of each cortex section was transferred into a tube containing beads (Benchmark Scientific Prefilled Tubes for Homogenizer, D1032-15) and a 500 µL mixture of RLT (Qiagen, 74134) and β-mercaptoethanol. Tissues were homogenized twice for 30 seconds each with a Bead Bug homogenizer (Benchmark Scientific, Fort Lauderdale, FL). After homogenization, total RNA was extracted by following the protocol from the kit.

Total RNA was submitted to the WCM Genomics Resources Core. Quality control (QC) was run for each sample. Samples with RNA integrity number (RIN)  $\geq 9.0$  were selected and transcribed to cDNAs. Libraries (40,000,000 fragments / library) were constructed and fed into a NovaSeq 6000 for sequencing with pair-end 51 bps. The lane summary of all samples is shown in Supplementary Table 2. 

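Supplementary Table 2 lists 10 libraries, each sequenced in 2 lanes, with the yield in bases, the number of clusters and the share of bases of quality 30 or higher. Dividing the yield by the clusters gave 202 bases per cluster for 6 libraries and 102 for 4 libraries. The share of bases of quality 30 or higher was between 95.03% and 96.49% in the lanes of the former and between 93.16% and 94.1% in those of the latter. Clusters per library, over both lanes, were between 38384806 and 48187706 and between 39446486 and 40540345, respectively. The table names the libraries by codes that the labels of the deposited samples do not use. Among the WT and GCERAΔ samples, library kinds A and B also numbered 6 and 4, but no label links a code to a sample.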

Percentages of all samples with  $\geq Q30$  bases are greater than 95%.

The raw sequencing reads in BCL format were processed through Illumina bcl2fastq v2.20 for demultiplexing and FASTQ conversion. Following adaptor and low-quality base trimming with Cutadapt v3.5, the reads were mapped to the GRCm38 mouse reference genome using STAR v2.7.9a [3]. Read counts per gene were extracted using HTSeq-count v0.13.5 [4].

Fragments per kilobase of transcript per million mapped reads (FPKMs) were calculated to normalize read counts. Genes with  $\text{FPKM} \geq 1$  were considered present and were selected for differential expression analysis between two conditions/groups. Gene differential expression analysis was performed using the DESeq2 package v1.38.3 [5]. Pathway enrichment analysis was performed with the R package clusterProfiler v4.6.2 [6], and the results were visualized using the R package ggplot2 v3.4.1.

**Genome-wide Proteomics Assays.** Ten-15 mg of previously frozen cortex section was transferred into a tube containing beads (Benchmark Scientific Prefilled Tubes for Homogenizer, D1032-15) and 250  $\mu\text{L}$  of 0.1% (mg/mL) SDS / 1X RIPA buffer (10X RIPA from Sigma, 20-188). Tissues were homogenized twice, for 30 seconds each, with a Bead Bug homogenizer (Benchmark Scientific, Fort Lauderdale, FL). After homogenization, supernatant was transferred to another tube. Protein concentration in the supernatant was measured by using the Pierce™ BCA Protein Assay Kit - Reducing Agent Compatible (Thermo Fisher, 23250).

Five  $\mu\text{g}$  of protein from each sample in 30  $\mu\text{L}$  0.1% (mg/mL) SDS / 1X RIPA buffer was loaded to wells of a 96-well plate, with two wells per sample as duplicate. 1.5  $\mu\text{L}$  of 200 mM DTT was added to each well, and the plate was incubated at 65 °C for 15 min. After cooling to room temperature, 1.5  $\mu\text{L}$  of 400 mM iodoacetamide (74 mg/mL in ddH<sub>2</sub>O, final concentration: 20 mM) was added and incubated at room temperature for 30 minutes. 1.5  $\mu\text{L}$  of SP3 beads (1:1 mixture of Cytiva, 65152105050250 and 45152105050250) suspended in water was then added to each sample, the samples mixed thoroughly, 40  $\mu\text{L}$  of acetonitrile added, and the mixture again mixed thoroughly and allowed to stand undisturbed for 8 minutes to precipitate protein on bead surfaces. Next, the beads were pelleted using a magnetic rack, the supernatant removed, and

the beads washed 2x with 250  $\mu$ L of acetonitrile and 1x with 80% ethanol / water. Beads were then transferred to a new 0.2 mL PCR plate, suspended in 40  $\mu$ l of 50 mM ammonium bicarbonate containing 0.1  $\mu$ g of Pierce MS-grade trypsin (90058), capped, and incubated at 37°C overnight with continuous inversion. Beads were pelleted using a magnetic rack, and the supernatant transferred to a new plate for LC/MS/MS analysis.

MS proteomic measurements were performed using a Bruker timsTOF Pro 2 MS / nanoElute 2 nanoflow UHPLC system. Five  $\mu$ L of tryptic digest was analyzed for each sample, with chromatography via a two-column C18 separation method (0-35% MeCN/H<sub>2</sub>O, 0.1% formic acid in a 20-minute gradient at 500  $\mu$ L/min; trap column: Thermo PepMap Neo Trap Cartridge (174500), separation column: Bruker PepSep 10 (1893472)). MS analysis was performed in DIA mode, using a default vendor-defined instrument method (DIA short gradient) without alteration. Data was analyzed using DIANN 1.8 using an in-silico generated library, allowing for one missed cleavage, cysteine carbamidomethylation, and methionine oxidation. MS1/MS2 accuracy was set to 12.5 ppm. Protein quantification inference was performed by gene. Two-pass neural network classification was used, and cross-run normalization was disabled. High precision quantification was used. Protein quantities were normalized using variance stabilization normalization (VSN) with default settings in the MSnbase R package.

Gene or protein enrichment analysis was performed with Gene Set Enrichment Analysis (GSEA), a computational method developed by UC San Diego [7]. Using the Hallmark database [8], heatmaps of the top 25 genes or proteins enriched in WT and GCERAA cortices were generated based on the top 50 genes or proteins enriched in WT and GCERAA kidney cortices.

**Metabolomics.** Total metabolites were extracted from snap frozen kidney tissues using -70°C

80:20 methanol:water (LC-MS grade methanol, Fisher Scientific). The tissue–methanol mixture was subjected to bead-beating for 45 seconds using a TissueLyser cell disrupter (Qiagen). Extracts were centrifuged at 5,000 rpm for 5 min to pellet insoluble protein and supernatants were transferred to clean tubes. The extraction procedure was repeated two additional times and all three supernatants were pooled, dried in a Vacufuge (Eppendorf) and stored at -80°C until analysis. The methanol-insoluble protein pellet was solubilized in 0.2 M NaOH at 95°C for 20 min and protein was quantified using a BioRad DC assay. On the day of metabolite analysis, dried cell extracts were reconstituted in 70% acetonitrile at a relative protein concentration of 3.1 µg/mL, and 4 µL of this reconstituted extract was injected for LC/MS-based targeted and untargeted metabolite profiling.

Plasma metabolites were extracted by addition of 1 part plasma to 20 parts 70% acetonitrile in ddH<sub>2</sub>O (vol:vol). The mixture was briefly vortexed and then centrifuged at 16,000 ×g for 5 min to pellet precipitated proteins. An aliquot of the resulting extract (4 µL) was subjected to LC/MS untargeted metabolite profiling in positive and negative ion modes.

Urine metabolites were extracted by addition of 1 part urine to 10 parts 70% acetonitrile in ddH<sub>2</sub>O (vol:vol). The mixture was briefly vortexed and then centrifuged at 16,000 ×g for 5 min. An aliquot of the supernatant (4 µL) was subjected to LC/MS untargeted metabolite profiling in positive and negative ion modes.

Metabolite extracts from tissue, plasma or urine were analyzed by LC/MS as described previously [9], using a platform comprised of an Agilent Model 1290 Infinity II liquid chromatography system coupled to an Agilent 6550 iFunnel time-of-flight MS analyzer. Chromatography of metabolites utilized aqueous normal phase (ANP) chromatography on a

Diamond Hydride column (Microsolv). Mobile phases consisted of (A) 50% isopropanol, containing 0.025% acetic acid, and (B) 90% acetonitrile containing 5 mM ammonium acetate. To eliminate the interference of metal ions with chromatographic peak integrity and electrospray ionization, EDTA was added to the mobile phase at a final concentration of 5  $\mu$ M. The following gradient was applied: 0-1.0 min, 99% B; 1.0-15.0 min, to 20% B; 15.0 to 29.0, 0% B; 29.1 to 37min, 99% B. Raw data were analyzed using MassHunter Profinder 10.0 and MassProfiler Professional (MPP) 15.1 software (Agilent technologies). Student t-tests ( $p < 0.05$ ) were performed to identify significant differences between groups.

To ascertain the identities of differentially expressed metabolites, LC/MS data was searched against an in-house annotated personal metabolite database created using MassHunter PCDL manager 8.0 (Agilent Technologies), based on monoisotopic neutral masses ( $<5$  ppm mass accuracy) and chromatographic retention times. A molecular formula generator (MFG) algorithm in MPP was used to generate and score empirical molecular formulae, based on a weighted consideration of monoisotopic mass accuracy, isotope abundance ratios, and spacing between isotope peaks. A tentative compound ID was assigned when PCDL database and MFG scores concurred for a given candidate molecule. Tentatively assigned molecules were verified based on a match of LC retention times and/or MS/MS fragmentation spectra for pure molecule standards contained in a growing in-house metabolite database.

**Isolation of primary proximal tubule cells from kidney cortices.** Two fresh kidneys were harvested from newly sacrificed mice (WT and GCERA), cortices were collected and minced into small pieces on a tissue culture plate, and these were then transferred into 15-mL tubes containing 5 mL PBS and 1mg/mL collagenase IA (Millipore Sigma, C9891). The tubes were

placed on an Eppendorf Thermomixer R at 37 °C with gentle shaking for 30 minutes. Digestion was stopped with 5 mL DMEM containing 10% FBS. Each mixture was sieved through a 100 µm cell strainer (Falcon (Corning), 352360). Residual tissue particles were pressed with the sterile rubber plunger of a 3-mL syringe. Each tube was rinsed twice with 2 mL of DMEM, and each time the residual tissues were sieved through the 100 µm cell strainer. The filtrates were collected and sieved through a 70 µm cell strainer (Falcon (Corning), 352350). The samples were then washed once with 2 mL of DMEM. The filtrates were collected and then sieved through a 40 µm cell strainer (Falcon (Corning), 352340). The filtrates were centrifuged at 50 g at room temperature for 5 minutes. After discarding the supernatants, the pellets were resuspended in 15-20 mL complete Roswell Park Memorial Institute (RPMI) culture medium 1640 (Corning, 10-040-CM) supplemented with 10% fetal bovine serum, 20 ng/ml EGF (Peprotech, AF-100-15), insulin-transferrin-selenium-ethanolamine (ITS) (Gibco, 51500-056) and 1% penicillin-streptomycin in 15-cm cell culture plates. Cells were cultured in an incubator at 5% CO<sub>2</sub> and 37°C and the cells attached to the plate and grew. The next day, floating cells were removed, plates were rinsed with warm PBS, and fresh medium added.

**Stable isotope tracing.** When the cells became confluent in about 5-7 days, we seeded  $0.5 \times 10^6$  –  $0.6 \times 10^6$  cells per 3-cm plate. Forty-eight hours later, we washed cells with warm PBS twice, each time aspirating and removing as much PBS as possible. We then added 1 mL tracing medium (Gibco RPMI 1640 without glutamine, 21870-076) containing only 10% dialyzed FBS (Atlantis Bioscience, S181D-500), and 4 mM [<sup>13</sup>C<sub>5</sub>]L-glutamine (MedChemExpress (MEC), HY-N0390S1) or 4 mM [<sup>12</sup>C]L-glutamine, and incubated cells at 37 °C for either 2 or 24 hours. At 2 or 24 hours, we took cells out of the incubator, immediately removed medium, washed cells with cold PBS twice and with cold ddH<sub>2</sub>O once, and aspirated and removed all residual PBS or

ddH<sub>2</sub>O after each wash. We then immediately added 400 µL of 80% methanol prepared one day prior and kept at -75 °C overnight. The plates were placed on wet ice and cells scraped off the plates and transferred into a 2.0 mL special tube (Qiagen, 1050299) containing 1 grinding ball (OPS Diagnostics, GBSS 156-5000-01). The plates were rinsed with 150 µL cold 80% methanol twice, combining all 80% methanol mixtures in the same tube. The tubes were kept at -20°C for 10 min and metabolites were extracted or the samples were kept at -80°C and metabolites extracted later.

**Metabolite extraction.** The cell-MeOH mixture was beaten for 45 seconds using the TissueLyser II (Qiagen). The mixture was then kept at -20°C for 10 min, and centrifuged at 13.2 x 1000 rpm for 5 min. After Transferring the supernatants to new 1.5 mL Eppendorf tubes, 200 µL cold 80% MeOH was added to the pellets, and the above procedure was repeated twice. The supernatants were pooled and the pellets saved for protein quantification. A final centrifugation at the maximum speed for the pooled supernatants was performed and the final supernatants transferred to new 1.5 mL Eppendorf tubes. We combined any carry-over pellets with the pellets from the previous step. The combined pellets were dissolved in 150 µL 0.2 N NaOH for measurement of protein concentration by using the Pierce™ BCA Protein Assay Kit - Reducing Agent Compatible (Thermo Fisher, 23250).

The supernatants were dried by using a speed-vac (Savant) for about 4 hours until all MeOH and H<sub>2</sub>O were removed. The samples were lyophilized and stored at -80°C. We then resolubilized the dried-down samples in 70% acetonitrile:30% H<sub>2</sub>O by vortexing them on ice for 10 min; 3 cycles of vortexing and sitting on ice were performed. Then, we centrifuged samples at 20 x 1000 g, 4 °C, for 10 min, and transferred the supernatants to LC sample vials for

identification by LC/MS by utilizing an in-house untargeted, stable isotope tracing (USIT) workflow [9]. In this tracing experiment, we used proximal tubules from 4 WT mice and 3 ATF4 KO (GCERAΔ) mice. Under each condition (time and isotope), 1 sample from each mouse was run for LC/MS.

**Assessment of renal functions.** Renal functions were assessed by measuring serum blood urea nitrogen (BUN), creatinine, and albumin by the Laboratory of Comparative Pathology, Memorial Sloan Kettering, and by measuring urine creatinine and albumin by using the Quantichrome Creatinine assay kit (DICT-500) from BioAssay Systems, and the BCG Albumin Assay Kit (MAK124) from Sigma.

**Data Processing.** Principal component analysis (PCA) was performed with the R package clusterProfiler v4.6.2 [6], and the results were visualized using the R package ggplot2 v3.4.1 or by MetaboAnalyst 6.0. Volcano plots of  $\log_{10}(p_{\text{adj}})$  versus  $\log_2(\text{fold change})$  were generated by using GraphPad Prism 10.2.0 (GraphPad Software, San Diego, CA). The heatmap of the top 50 features for phenotypes was generated by Gene Set Enrichment Analysis (GSEA) of normalized gene expression. Pathways were generated by using Ingenuity Pathway Analysis (IPA) or MetaboAnalyst.

The statistical significance between groups was determined by unpaired two-tail t-test analysis (~~black stars~~), and p values of  $\leq 0.05$  were considered statistically significant.

## References

1. Ebert SM, Dyle MC, Kunkel SD, Bullard SA, Bongers KS, Fox DK, Dierdorff JM, Foster ED, Adams CM (2012) Stress-induced skeletal muscle Gadd45a expression reprograms myonuclei and causes muscle atrophy. *J Biol Chem* 287: 27290-27301. DOI 10.1074/jbc.M112.374777
2. DiKun KM, Tang XH, Fu L, Choi ME, Lu C, Gudas LJ (2024) Retinoic acid receptor alpha activity in proximal tubules prevents kidney injury and fibrosis. *Proc Natl Acad Sci U S A* 121: e2311803121. DOI 10.1073/pnas.2311803121
3. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013) STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29: 15-21. DOI 10.1093/bioinformatics/bts635
4. Anders S, Pyl PT, Huber W (2015) HTSeq--a Python framework to work with high-throughput sequencing data. *Bioinformatics* 31: 166-169. DOI 10.1093/bioinformatics/btu638
5. Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* 15: 550. DOI 10.1186/s13059-014-0550-8
6. Wu T, Hu E, Xu S, Chen M, Guo P, Dai Z, Feng T, Zhou L, Tang W, Zhan L, et al. (2021) clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation (Camb)* 2: 100141. DOI 10.1016/j.xinn.2021.100141
7. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, et al. (2005) Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. *Proc Natl Acad Sci U S A* 102: 15545-15550. DOI 10.1073/pnas.0506580102
8. Liberzon A, Birger C, Thorvaldsdottir H, Ghandi M, Mesirov JP, Tamayo P (2015) The Molecular Signatures Database (MSigDB) hallmark gene set collection. *Cell Syst* 1: 417-425. DOI 10.1016/j.cels.2015.12.004
9. Chen Q, Kirk K, Shurubor YI, Zhao D, Arreguin AJ, Shahi I, Valsecchi F, Primiano G, Calder EL, Carelli V, et al. (2018) Rewiring of Glutamine Metabolism Is a Bioenergetic Adaptation of Human Cells with Mitochondrial DNA Mutations. *Cell Metab* 27: 1007-1025 e1005. DOI 10.1016/j.cmet.2018.03.002

Supplementary Table 1 Primers for genotyping

| Gene           | Forward Primer                    | Reverse Primer                  |
|----------------|-----------------------------------|---------------------------------|
| Ggt CreEr      | 5'GTTCAATACCGAGATCATGCAAG 3'      | 5' CAAGGCAGGGCTATTCTTCTTAGTG 3' |
| AFT4           | 5' GCCGGTTTAAGTTGTGTGCT 3'        | 5' CGTTCCTGCCTACATTGCTC3'       |
| Excised allele | 5'GCAGACGTTCTGGGTTAGATACAATAAC 3' | 5' GCCACTGTTTACTATACCCCAGCC 3'  |
| 36B4           | 5' AGAACAACCCAGCTCTGGAGAAA 3'     | 5' ACACCTCCAGAAAGCGAGAGT 3'     |

Supplementary Table 2

| Sample  | Barcode sequence      | PF Clusters | % of the lane | % Perfect barcode | % One mismatch barcode | Yield (Mbases) | % PF Clusters | % >= Q30 bases | Mean Quality Score |
|---------|-----------------------|-------------|---------------|-------------------|------------------------|----------------|---------------|----------------|--------------------|
| EDM247  | GAGAATGGTT+TTGCTGCCGA | 24,533,428  | 1.06          | 98.70             | 1.30                   | 4,956          | 100.00        | 96.18          | 36.37              |
| EDM248  | AGAGGCAACC+CCATCATTAG | 20,347,005  | 0.88          | 98.54             | 1.46                   | 4,110          | 100.00        | 96.19          | 36.37              |
| EDM249  | CCATCATTAG+AGAGGCAACC | 19,647,599  | 0.85          | 98.34             | 1.66                   | 3,969          | 100.00        | 95.92          | 36.34              |
| EDM250  | GATAGGCCGA+GCCATGTGCG | 21,565,763  | 0.93          | 98.84             | 1.16                   | 4,356          | 100.00        | 95.03          | 36.19              |
| EDM251  | ATGGTTGACT+AGGACAGGCC | 23,413,251  | 1.01          | 96.16             | 3.84                   | 4,729          | 100.00        | 95.75          | 36.30              |
| EDM252  | TATTGCGCTC+CCTAACACAG | 22,489,447  | 0.97          | 98.63             | 1.37                   | 4,543          | 100.00        | 96.22          | 36.38              |
| EDM247  | GAGAATGGTT+TTGCTGCCGA | 23,654,278  | 1.01          | 98.85             | 1.15                   | 4,778          | 100.00        | 96.46          | 36.42              |
| EDM248  | AGAGGCAACC+CCATCATTAG | 19,405,974  | 0.83          | 98.67             | 1.33                   | 3,920          | 100.00        | 96.47          | 36.42              |
| EDM249  | CCATCATTAG+AGAGGCAACC | 18,737,207  | 0.80          | 98.50             | 1.50                   | 3,785          | 100.00        | 96.14          | 36.38              |
| EDM250  | GATAGGCCGA+GCCATGTGCG | 21,049,662  | 0.90          | 98.97             | 1.03                   | 4,252          | 100.00        | 95.14          | 36.22              |
| EDM251  | ATGGTTGACT+AGGACAGGCC | 22,385,115  | 0.95          | 96.59             | 3.41                   | 4,522          | 100.00        | 95.99          | 36.35              |
| EDM252  | TATTGCGCTC+CCTAACACAG | 21,837,295  | 0.93          | 98.72             | 1.28                   | 4,411          | 100.00        | 96.49          | 36.43              |
| EDM247a | AACCATAGAA+CCATCTCGCC | 20,083,923  | 0.70          | 97.94             | 2.06                   | 2,049          | 100.00        | 93.68          | 35.93              |
| EDM252a | GGTTGCGAGG+TTGCTCTATT | 20,144,429  | 0.70          | 96.38             | 3.62                   | 2,055          | 100.00        | 93.16          | 35.83              |
| JC031   | GCCGCACTCT+CGAGGTCGGA | 19,619,006  | 0.68          | 98.27             | 1.73                   | 2,001          | 100.00        | 93.97          | 35.98              |
| JC032   | CCACCAGGCA+ATTCCATAAG | 20,030,960  | 0.69          | 94.65             | 5.35                   | 2,043          | 100.00        | 93.97          | 35.98              |
| EDM247a | AACCATAGAA+CCATCTCGCC | 20,283,789  | 0.70          | 98.03             | 1.97                   | 2,069          | 100.00        | 93.82          | 35.95              |
| EDM252a | GGTTGCGAGG+TTGCTCTATT | 20,395,916  | 0.71          | 96.65             | 3.35                   | 2,080          | 100.00        | 93.26          | 35.85              |
| JC031   | GCCGCACTCT+CGAGGTCGGA | 19,827,480  | 0.69          | 98.38             | 1.62                   | 2,022          | 100.00        | 94.09          | 36.01              |
| JC032   | CCACCAGGCA+ATTCCATAAG | 20,214,671  | 0.70          | 95.19             | 4.81                   | 2,062          | 100.00        | 94.10          | 36.01              |

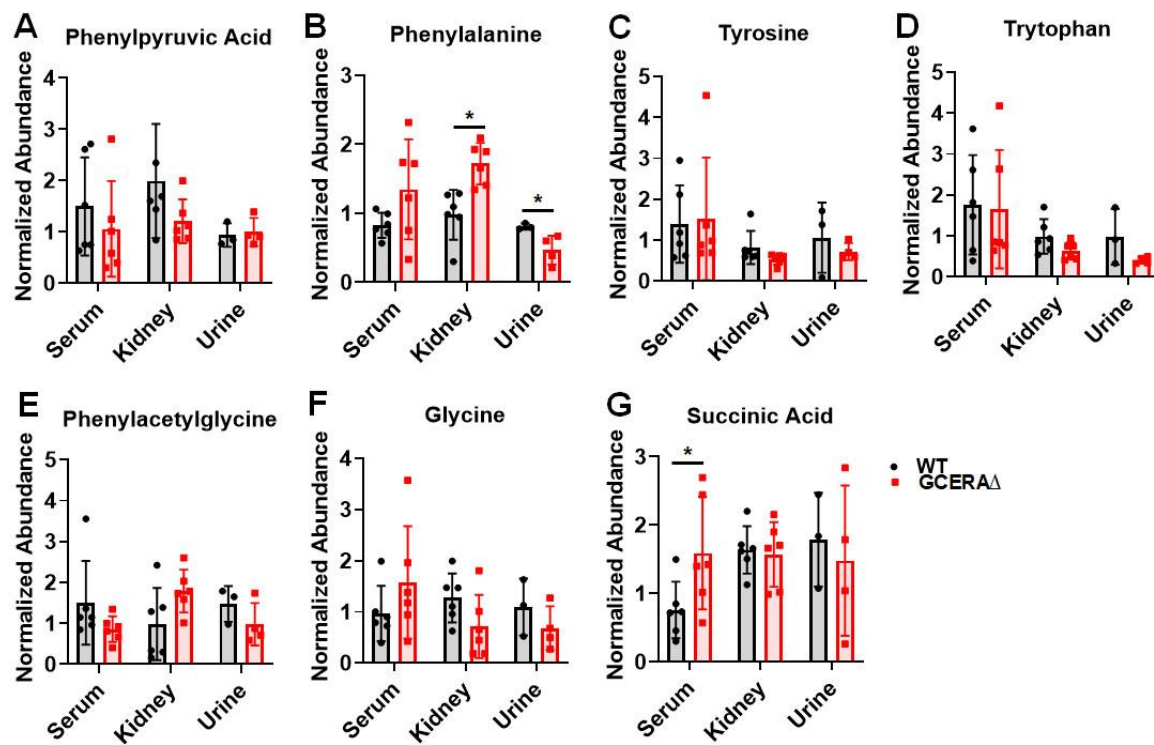

**Supplementary Fig. 1.** Effects of ATF4 deletion in proximal tubules on metabolites. Metabolites in serum, kidney and urine were obtained by metabolomics study. \* $P \leq 0.05$ .

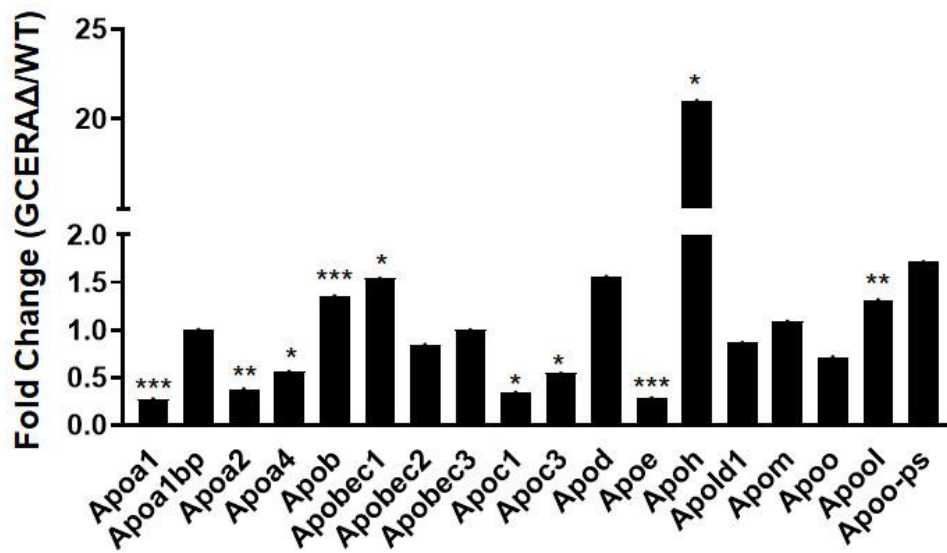

**Supplementary Fig. 2.** Effects of ATF4 deletion in proximal tubules on mRNAs of apolipoproteins. \* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ; \*\*\* $P \leq 0.0001$ .

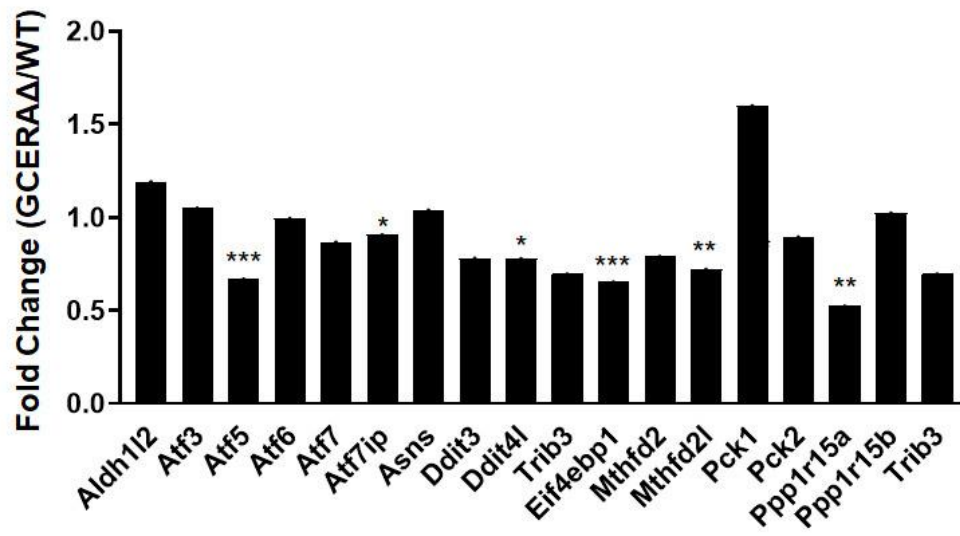

**Supplementary Fig. 3.** Effects of ATF4 deletion in proximal tubules on mRNAs of its target genes. \* $P \leq 0.05$ ; \*\* $P \leq 0.01$ ; \*\*\* $P \leq 0.0001$ .

How the deposited data were processed for this re-analysis (not part of the article)

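RNA from kidney cortices was sequenced, and the authors deposited 1 table of read counts per gene with 48795 genes and 17 samples: 5 WT, 5 GCERAΔ, 3 TRACK and 4 TRACK-ATF4 KO mice. TRACK is a transgenic model of kidney cancer; these 7 samples are not reported in the text. GCERAΔ mice had received 200 µL of tamoxifen at 20 mg/mL on 2 days at 6 weeks of age. The authors trimmed the reads with Cutadapt, aligned them to GRCm38 with STAR and counted them with HTSeq-count, and the deposited counts carry no normalization. The paper's text does not state the annotation release, the strand setting or the treatment of reads with several matches. Conditions were taken from the sample labels.

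The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and sva 3.50.0. The authors state DESeq2 for their comparison; here edgeR's quasi-likelihood test with TMM scaling was the main test and DESeq2 an alternative. Gene lengths and positions came from GENCODE M21 (GRCm38), in which 48435 of the identifiers had a length and 360 had none; 663 identifiers had no gene name in the table. Genes were tested when their mean FPKM, computed from the counts, was at least 1 in either group. Genes named in the text that fell below this minimum were taken from a fit of all genes with a count. A gene was called changed at a Benjamini-Hochberg adjusted p of at most 0.05, and 2-fold changed at a fitted log2 fold change of at least 1 in size.

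The GCERAΔ and WT samples were fitted on their own, as were the TRACK-ATF4 KO and TRACK samples; the difference between both contrasts was tested with all 17 samples. Sets of genes were tested with Fisher's exact test, limma camera (preset correlation of 0.01, and estimated) and limma fry. Single values were compared with exact permutation tests. Principal components used rlog values of 500 genes. Genes named in the text are those of the paper's figures used here and some that its text names, Xist, the X-linked genes that escape inactivation, the 10 largest increases and decreases among called genes without overlap between groups, and the 5 largest changes each way in the other comparisons. The values shown in the paper's figures had been seen before this rule was written. Lists of genes higher in male or in female kidneys, of amino acid transporters and of markers of kidney cell types were written from general knowledge before the data were examined; the male and female lists were written after Fig. 2C had been seen to show Y-linked genes, and share genes with the paper's figures. Clock genes and other genes named only in the closing section were chosen after some values had been seen, as stated there.

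Totals on genes were between 53688512 and 71364561 per sample. Where a group had no count, the limit was 3 counts over the group, which covers counting error only and takes each count as a separate fragment. The procedure was tested on counts simulated for the real genes with 200 changed genes. For GCERAΔ against WT, 93.5% of them were called over 11581 genes, with 7 unchanged genes called. The share was 91% for TRACK-ATF4 KO against TRACK over 11928 genes, with 9, and 83% for the difference between the contrasts over 12208 genes, with 9. All simulated changes were at least 2-fold, in genes above a minimum count. Most of the 3198 genes called between GCERAΔ and WT changed by less, and the shares do not cover such changes.

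Alternatives set before the data were examined were DESeq2, RLE scaling, other minimums or none, the mouse number as a replicate block, all 17 samples in 1 fit, 1 surrogate variable, unadjusted p, and each mouse left out in turn. Library kind, told apart by a share of counts on processed pseudogenes above or below 0.0467%, and the summing of possible repeat libraries were added after seeing the data. Proteomics and metabolomics were not analysed here. The GSEA, Gene Ontology and Ingenuity analyses were not rerun, since their gene set collections were not used here.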

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

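The tests of marker genes, of library batch and of other splits of the mice were set out before their results were seen, as was that of sex-linked genes, although Fig. 2C had shown Y-linked genes in GCERAΔ; the splits with summed libraries, the tests on the TRACK samples, on Atf4 in the TRACK-ATF4 KO samples and on Y-linked genes against tissue or time of day were chosen after. The test of clock genes was set out before their values were seen but after Ciart, another clock gene, had been seen to differ.

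Here the values of Xist and Y-linked genes in single samples are CPM of the total counts, without TMM scaling. Xist was high in every WT sample, with at least 146 CPM, and low in every GCERAΔ sample, with at most 6.07 CPM; neither the sex of the mice nor this difference is given in the text. Ddx3y, Uty and Eif2s3y had no counts in any WT sample and Kdm5d at most 0.308 CPM, while GCERAΔ samples had at least 47.7, 23.8, 29.9 and 10.6 CPM. All 19 genes of the list higher in male kidneys were higher in GCERAΔ, with a median log2 fold change of 3.87; all 8 of the list higher in female kidneys were lower, 5 of them called, with a median of -3.03. Many genes of these lists were already drawn with the same direction in the paper's figures, and no tally without them was made. On the male list these include Timd2, Slc22a28, Slc22a30, Slc22a6, Slc22a2, Slc7a13, Slco1a1, Cyp4a12a, Cyp7b1, Cyp2j13, Acsm3 and Ugt2b37. On the female list they include Abcc3, Slc17a2, Slc22a29 and Slc7a12. The values of Xist, the Y-linked genes and both lists are what female WT mice and male GCERAΔ mice would give. ATF4 loss and sex therefore vary together in this comparison. How many of the changed genes depend on sex was not tested by a design that separates them. Sequencing depth overlapped between the groups.

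TRACK mice, whose label names no ATF4 knockout, had at most 0.07 CPM of Xist and at least 71.5 CPM of Ddx3y, and allow a partial test. Of 2396 genes called between WT 3, 4 and 5 and GCERAΔ 1 and 2, 71% moved the same way from WT 2 to TRACK, against 57.4% of genes not called; of the 532 with a 2-fold change, 81.6% did. TRACK means lay on the same side of the WT mean as GCERAΔ for Slc7a13 (263 CPM), Slc22a30 (57.3), Slc22a28 (23.8), Slc7a12 (25.9), Slc22a29 (2.44), Slc17a2 (1.87) and Slc22a2 (231), although for Slc7a13, Slc22a30, Slc22a28, Slc22a2 and Slc17a2 they lay between the WT and GCERAΔ means. Part of the difference between WT and GCERAΔ may therefore not need ATF4 loss. The test rests on a single WT sample, and TRACK mice also differ from WT in the transgene. In the reverse test, 48.9% of the same genes moved the same way from TRACK to the samples labelled TRACK-ATF4 KO, and 50.7% within kind B libraries. Atf4 was not lower in those samples, and whether they had lost ATF4 is open, so the share of the changes that comes from ATF4 loss cannot be told apart from the other differences between the groups.

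Markers of other nephron segments were lower in GCERAΔ: all 15 markers of the thick ascending limb, distal convoluted tubule and collecting duct fell, with medians of -0.49, -0.52 and -0.69. By limma fry the lists moved down (p = 0.000257, 0.00603 and 9.87e-06), but by limma camera with an estimated correlation only the collecting duct did (p = 0.0804, 0.224 and 0.0116). Medians were -0.23 for podocytes, -0.19 for segments 1 and 2 only of the proximal tubule, 0.05 for endothelium and 0.07 for immune cells. Of 4 markers of injured tubules, 2 were called higher and 2 lower, with a median of -0.27 and a mean of 0.41. A difference in the dissected tissue could thus account for part of the changed genes, as could a biological change in those segments. Likewise, 10 of 11 clock genes moved as a shift of the time of day at collection would move them, with medians of -1.29 and 0.88 for genes of opposite phase, Nr1d1 being the exception; a change of the clock by sex or by ATF4 loss was not tested. Neither tissue nor time of day explains the Y-linked genes. Both forbid a gene such as Ddx3y, absent from 1 group and at least 5790-fold higher in the other at a limit of 3 counts. For the changed genes that are not sex-linked both stay open. Library batch is not the whole explanation either: 2936 of the 3198 genes were still called with a surrogate variable, all in the same direction, and 1413 genes differed between library kinds. Chance was excluded, as 1 of 100 splits of the 10 mice, the real one, gave as many genes, and the next gave 120; with possible repeat libraries summed, 1 of 35 did, and the next gave 47.

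In TRACK-ATF4 KO against TRACK, samples that the text does not report, 846 genes of 11928 changed (335 increased, 511 decreased, edgeR). Of 35 splits, 1 gave as many, the real one, and the next, TRACK-ATF4 KO 1, 2 and 3 against the rest, gave 590, so chance was excluded if all samples are separate mice. If TRACK-ATF4 KO 2 and 3 are 1 mouse, 3 mice against 3 make 10 splits, of which 1 gave as many as the 497 genes then found, and chance is not excluded. Atf4 itself was 0.17 higher on the log2 scale in the samples labelled TRACK-ATF4 KO (standard error 0.11, adjusted p = 0.367, edgeR; exact permutation test, p = 0.143). Wrong labels cannot be told apart from a deletion that leaves the counted exons, or from Atf4 of other cells in the cortex. All 12 clock genes moved as a shift of the time of day would, with medians of 1.73 and -1.36, so a different time of collection may explain part of these changes, Ciart included (log2 fold change -3.99). Cfd and Adipoq, with log2 fold changes of -7.97 and -7.29, are fat cell genes, and neither was called with library kind as a covariate (adjusted p = 0.163 and 0.166, edgeR); contamination by fat was not tested. With library kind as a covariate, 462 genes changed, and 221 within kind B libraries.

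By edgeR's interaction test, the effect of the ATF4 knockout labels differed between the TRACK background and the other mice for 3070 of 12208 genes. Of these, 1505 were higher and 1565 lower. Of 100 assignments of the labels, 1, the real one, gave as many. With possible repeat libraries summed, 1 of 100 did again, with 2651 genes against 1234 in the next. Shuffling the labels also breaks up the difference between WT and GCERAΔ, so it argues only against labels without any effect. It cannot tell whether the effects differ between the backgrounds by chance. Large fitted differences were found for Slco1a1 (-14.12), Xist (11.29) and Ddx3y (-14.84), the last against no counts in WT, so that its rank is not known. Since WT is the only group with high Xist, this difference may come from the sex of the WT mice, whose lowest Xist was 146 CPM without TMM scaling, as well as from the TRACK transgene.

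Some named genes had a mouse far from the rest of its group, measured as the gap to the nearest mouse over the range of the group. Over 145 measures, which are the 143 named genes, the total counts and the mitochondrial share, there were 46 such cases in 435 groups (10.6%), where chance gives about 5%. In WT 3, with 12 cases, these were Igf2 (0.928), Ddit3 (0.869), Ccdc170 (0.85), Myh1 (0.849), Hdc (0.847), Slc22a26 (0.815), Slc17a3 (0.772), Chst7 (0.746), Slc22a13 (0.742), Gm44785 (0.738), Apobec2 (0.717) and Apoc1 (0.715). In WT 2, with 6 cases, they were Kdm5d (1), Apoo-ps (0.917), Apoo (0.862), Apom (0.793), Slc22a17 (0.779) and Apool (0.751). Slco1a1 (1), Mpped1 (1) and Slco4a1 (0.757) stood out in WT 5 and Pzp (0.777) in WT 4. In GCERAΔ 1 they were Dach2 (1), Atp13a4 (1), Xist (0.988), Ugt1a2 (0.879) and Slc6a12 (0.767); in GCERAΔ 3, Myh1 (1), Gm29337 (1) and Apom (0.734); in GCERAΔ 5, Ly6f (0.802), Igf2 (0.786) and Slco1a4 (0.764). In the samples labelled TRACK-ATF4 KO, number 4 had 10 cases: Spink10 (1), Inhbc (1), Asns (0.973), Slc7a1 (0.931), Apoh (0.923), Igf2 (0.891), Azgp1 (0.884), Slco1a4 (0.856), Slco1a1 (0.854) and Pzp (0.836). Number 2 stood out for Gm5741 (1) and Slco5a1 (0.839) and number 1 for Kdm5d (0.862). Genes near 0 counts, such as Mpped1 and Dach2, reach 1 with a count in a single mouse. Leaving out WT 3 gave 2708 changed genes, and leaving out TRACK-ATF4 KO 4 gave 1420 against 846. The causes were not tested, and no biological explanation was tested.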

How the results depend on the processing

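The alternatives with library kind and with summed libraries were chosen after the results were seen; all others were set before the data were examined.

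Between GCERAΔ and WT, the 3198 changed genes became 3627 with DESeq2, 3218 with RLE scaling, 3428 with edgeR's own minimum, 3087 with no minimum, 3465 with a CPM minimum, 3615 with all 17 samples, 3644 with 1 surrogate variable and 4580 by unadjusted p. Each of these gave a count within 1.5 times the first, as did leaving out each mouse in turn (2479 to 3234), library kind as a covariate (3462), kind A libraries only (3157) and summed possible repeats (2761). All called genes that had a value in these settings kept their direction; 3190 of 3198 had one with edgeR's own minimum and 3156 with the CPM minimum. The replicate block gave 2106 genes; deviations of mice with the same number had correlations of 0.14, -0.64, -0.2, -0.23 and -0.2, so the numbers do not pair the mice, and in TRACK-ATF4 KO against TRACK (correlations of -0.03, -0.03 and 0.01) the block gave 715 genes.

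Within kind B libraries, where 1 WT sample stands against 3 and is assumed to vary like them, 105 genes changed, with 7 transporters, 1 amino acid transporter, 1 Slc22 gene and 0 ribosomal protein genes; 99.7% of the 3198 genes kept their direction, and the fewer samples lower the count. The odds ratio of transporters was between 1.685 (unadjusted p) and 3.651 (no minimum) and stayed above 1. Counts of transporters (98 to 113), amino acid transporters (16 to 20), Slc22 genes (9 to 11) and ribosomal protein genes (34 to 60) with each mouse left out stayed within 1.5 times.

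In TRACK-ATF4 KO against TRACK, 846 genes became 1562 with DESeq2, 1617 with 1 surrogate variable, 2993 by unadjusted p, 462 with library kind, 221 within kind B libraries, 497 with summed possible repeats, and 377 to 1420 with each mouse left out. Leaving out TRACK 1 (398) or 2 (399), or TRACK-ATF4 KO 1 (534), 2 (377), 3 (513) or 4 (1420) moved the count by over 1.5 times; the cause was not tested. The 3070 genes with a different effect in the TRACK background became 4611 by unadjusted p, and 2204 to 3304 with each mouse left out.

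The first principal component held 56.74% of the variance with all genes and 60.71% with log2 CPM, and between 64.83% and 73.36% with each mouse left out; the cause was not tested.

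Of 143 named genes, 1 changed sign while called in at least 1 of the fits; genes called in neither fit, such as Apoo-ps (0.70, and -0.32 with library kind), were not counted. It was Pck1, not called at first (0.69), with a log2 fold change of -1.04 in kind A libraries; its SD in GCERAΔ was 3801 CPM around 3943. Calls lost numbered 70 within kind B libraries, 12 with the replicate block, 10 within kind A libraries, 10 with summed repeats, 3 to 10 with each mouse left out, 5 with library kind, 4 with a surrogate variable and 1 with DESeq2, where Igf2 had no adjusted p. Depth limits genes near 0 counts, where a single count decides a value.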

Differences from the paper's values

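All comparisons here use values computed from the counts; settings are named where they reach the paper's call, and those with library kind were chosen after seeing the values.

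For Slc1a2 the log2 fold change was 0.38, against the paper's value of about 2.0 in Fig. 2E, read by eye. Under every alternative set before the data were examined that gave a value, it differed too, from 0.18 with 1 surrogate variable to 0.47 without GCERAΔ 1, and it was called under none of those settings. For Slc4a8 it was -1.05, against the paper's about -1.5 in Fig. 2F, read by eye; under those alternatives it lay between -1.13 and -0.95 and differed in each, while the direction and the call matched.

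The paper states that Slc22a2, Slc22a7 and Slc22a8 increased in mRNA. Slc22a2 did (1.26), but the log2 fold changes of Slc22a7 and Slc22a8 were -0.29 and -0.25, and neither was called (adjusted p = 0.424 and 0.247, edgeR). Elsewhere the paper states that Slc22a8 was lower; it was called lower without GCERAΔ 4 (adjusted p = 0.0459) and within kind A libraries (adjusted p = 0.0215), and Slc22a7 under no setting.

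Besides Slc1a2 and Slc22a8, genes drawn as changed in Fig. 2F and Fig. 4 that were not called are Slc10a2 (adjusted p = 0.0541), Slc22a18 (0.0556), Slc38a7 (0.097), Slc38a9 (0.114), Slc38a4 (0.423) and Slc22a15 (0.269). DESeq2, the paper's tool, called Slc10a2 (0.0341) and Slc22a18 (0.0241). Slc10a2 was also called with the replicate block, with all 17 samples, with no minimum, with a CPM minimum, without GCERAΔ 3 and by unadjusted p. Slc22a18 was also called with 1 surrogate variable, with library kind, without WT 5, without GCERAΔ 4, without GCERAΔ 5 and by unadjusted p. Slc38a7 and Slc38a9 were called by unadjusted p only, Slc38a4 and Slc22a15 under no setting. Of the Slc38 family, which the paper states was reduced, 1 of 4 tested genes was called lower, and Slc38a1 was called lower in the fit of all genes (adjusted p = 0.0018).

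The heatmap of Fig. 2C includes A2ml1, Ptpn20, Speer4f2, Inhbc, Spink10, Gbx2, Trav9-4 and Slco5a1, each with 0 counts in 1 group and a mean of at most 0.0609 CPM in the other, and none was called at the adjusted p (lowest, Spink10, 0.0558, edgeR); unadjusted p called all of them, and the fit of all 17 samples called Spink10. Also not called were Ugt1a5 (adjusted p = 0.359), Gm5741 (0.299) and Dach2 (0.171), of which unadjusted p called only Dach2. Of the genes of that heatmap, 25 of 27 drawn as higher in GCERAΔ and 16 of 25 drawn as higher in WT were called in the direction shown.

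The paper states that bases of quality 30 or higher exceed 95% in all samples, whereas its Supplementary Table 2 gives between 93.16% and 94.1% for 4 of its 10 libraries. It also states 3 to 4 mice per cohort, where the labels give 5 WT and 5 GCERAΔ samples. If the possible repeat libraries described below come from the same mice, 4 WT and 4 GCERAΔ mice remain, and this difference would close.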

Other observations

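The test for repeat libraries was set out before its result was seen, but the similarity of TRACK-ATF4 KO 2 and 3 was noticed after.

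Supplementary Table 2 has 2 pairs of library codes that differ by a letter, which raised the question of repeat libraries of the same mouse. Each pair joined a library of 202 bases per cluster to one of 102. WT 1 and 2, and GCERAΔ 2 and 3, likewise each joined kind A to kind B. The use of 164 immunoglobulin V genes differs between mice and was compared as correlations across genes, which are not independent replicates. WT 1 and WT 2 correlated at 0.693, where the next pair across library kinds in WT reached 0.516; GCERAΔ 2 and 3 correlated at 0.61, where the next reached 0.503; and TRACK-ATF4 KO 2 and 3 at 0.921. These pairs may thus come from the same mice, which would leave 4 WT, 4 GCERAΔ and 3 TRACK-ATF4 KO mice. Their counts differed by more than sampling noise (chi-square per gene of 68.34, 80.95 and 78.75), as libraries of different kinds do, and by less than other pairs across kinds in their groups (at least 91.74, 90.95 and 112.98). They were kept as separate samples because the labels list them so; summed, they gave 2761 changed genes between GCERAΔ and WT.

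Ggt1, whose promoter drives the recombinase, had 570 ± 82.1 CPM in WT and 906 ± 91.3 CPM in GCERAΔ (SD, n = 5; log2 fold change 0.67, adjusted p = 0.00107, edgeR).

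Counts per WT or GCERAΔ sample, between 53688512 and 66988264, exceed the 38384806 to 48187706 clusters per library in Supplementary Table 2. In every sample, more genes had exactly 4 counts than exactly 3 or exactly 5, with 627 against 308 and 289 in WT 1. Counting the mates of a pair separately would give such an excess of even counts. How mates were counted is not stated in the text. If they were counted separately, a limit of 3 counts stands for fewer fragments, and the lower limits of fold set from it are too high. The X-linked genes Kdm6a, Eif2s3x and Kdm5c, which escape inactivation, were lower in GCERAΔ, with log2 fold changes of -0.65, -0.62 and -0.45 (largest adjusted p = 0.00945, edgeR); Ddx3x had -0.21 (adjusted p = 0.0654).

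In the samples labelled TRACK-ATF4 KO, Kcna1, Scgb1c1 and Lrmda had the largest increases over TRACK, with log2 fold changes of 3.22, 3.10 and 3.07, and Hp and Plin4 fell by 3.65 and 3.22 on that scale. With library kind as a covariate Hp was not called (adjusted p = 0.104, edgeR).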
